# LIN-39 is a neuron-specific developmental determinant of longevity in *Caenorhabditis elegans* with reduced insulin signaling

**DOI:** 10.1038/s41467-025-61786-y

**Published:** 2025-07-16

**Authors:** Alan Kavšek, Jérôme Salignon, Lluís Millan-Ariño, Patryk Marcinkowski, Ilke Sen, Christian G. Riedel

**Keywords:** Chromatin remodelling, Transcriptional regulatory elements, Neurogenesis

## Abstract

The nuclear chromatin landscape changes with age. Here, we investigate whether chromatin alterations distinguish also animals with unusual aging rates, focusing on *Caenorhabditis elegans* with reduced insulin/IGF-like signaling (IIS), i.e., *daf-2* mutants. In these animals, enhancer regions that close with age tend to open and become transcriptionally active. We identify LIN-39 as a transcription factor (TF) binding these regions and being required for the longevity of *daf-2* mutants. LIN-39 acts during late development in hermaphrodite-specific VC motor neurons – at a time when these undergo maturation. LIN-39-mediated longevity requires DAF-16/FOXO, suggesting cooperation of both TFs in VC neurons to open enhancers. Our findings argue that longevity of *daf-2* mutant hermaphrodites relies on a signal emitted by properly matured VC neurons, and due to its essential role in this maturation process LIN-39 becomes a rare example of a development-specific lifespan determinant.

## Abstract (web summary)

Kavšek et al. reveal in this *C. elegans* study that the LIN-39 and DAF-16 transcription factors cooperate to regulate enhancer activity in VC neurons and ensure proper neuron maturation. This in turn is required for longevity under reduced IIS conditions, linking chromatin dynamics to lifespan extension.

## Introduction

Aging has become the greatest risk factor for human mortality and the occurrence of many chronic non-communicable diseases. Thus, intense search is underway to identify interventions that slow or even revert aging and thereby help humans lead longer and healthier lives. Multiple pathways have already been shown to modulate aging and ultimately lifespan across species, offering compelling leads for the identification of such interventions^1–3^.

One of the most potent aging-regulatory pathways known to date is the nutrient-dependent insulin/IGF-like signaling (IIS) pathway. A reduction in IIS leads to increased stress resistance, a reduced rate of aging, and ultimately to longevity across metazoans^4–6^. Consistently, targeting IIS has been found to defer age-related morbidities like metabolic diseases, cardiovascular diseases, or Alzheimer’s disease in model organisms^7–9^. The mechanisms by which reduced IIS exerts these benefits have been intensely studied for the last two decades. Central to these mechanisms is a transcription factor (TF) called DAF-16/FOXO, which is activated by reduced IIS and in turn drives the expression of a wide panel of stress resistance and longevity promoting genes. However, many other TFs, such as SKN-1^10^, HLH-30^11^, HSF-1^12^, and their co-factors and regulators are also involved, leaving the overall picture far from complete (for reviews see refs. ^13–16^).

During aging in humans, numerous phenotypes arise that influence the aging process and organismal health, commonly referred to as the hallmarks of aging^1^. One of these hallmarks refers to epigenetic changes in the chromatin landscape – a phenomenon that has been observed across eukaryotes^17^. While the exact relation between these changes and aging remains unclear, studies in numerous species have shown that perturbations of the epigenome can be sufficient to change the rate of aging. For instance, in *C. elegans*, loss-of-function mutations in the enzymes that add or remove H3K4me3 marks – the COMPASS complex and RBR-2 – extend or shorten the animals’ lifespan, respectively^18,19^. Similarly, overexpression of the histone deacetylases Sir2 in yeast or SIRT6 in mice extends the lifespan of these species^20,21^. This implies that aging may be driven at least partially by changes in the chromatin landscape^18,22^.

These observations prompted us to ask the following questions, using the model organism *C. elegans*: Given that the chromatin landscape changes with age in wild-type animals^23^, are slow-aging and hence long-lived IIS mutants characterized by a chromatin landscape that is different from the one of wild-type animals? And if so, are such differences contributing to the longevity of these animals? During previous work, we found initial support for this hypothesis, namely by showing that the chromatin remodeler SWI/SNF is required to achieve longevity under reduced IIS^24^. However, no systematic approach to chart the chromatin changes and their consequences in IIS mutants has been undertaken so far.

Here, we filled this gap by generating and integrating ATAC-seq and mRNA-seq data of aging wild-type *C. elegans* and of long-lived *C. elegans* with reduced IIS. Strikingly, we found that enhancer regions were becoming both less accessible and less transcribed during wild-type aging, and that this pattern was reversed under reduced IIS. These regions were enriched for the binding sites of several TFs, one of which was the homeodomain-containing TF (also referred to as HOX gene) *lin-39*. Following this lead, we discovered that *lin-39* is required for the longevity of animals with reduced IIS, through a role that it fulfills during development of the nervous system – specifically during the maturation of VC neurons – and that involves the well-established aging-preventive TF DAF-16/FOXO. Collectively, these findings reveal a mechanism in which LIN-39 functions as a developmental determinant in the nervous system, equipping VC neurons with critical properties that promote lifespan extension under reduced IIS.

## Results

### Aging *C. elegans* undergo chromatin accessibility changes

We began by determining the chromatin accessibility and gene expression changes that occur during normal aging in the soma of wild-type *C. elegans*. 

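Worms with the temperature-sensitive *glp-4(bn2)* allele do not produce germ cells when raised at the restrictive temperature, so their RNA comes mostly from somatic tissue. RNA of these animals was sequenced on day 1, day 3 and day 7 of adulthood. The deposited tables cover 2 samples per age and 6 in all, while the paper's methods describe collection in triplicate, with at least 80 worms per sample. By those methods the animals were kept at 25 °C until the late L4 stage and then at 20 °C with 50 µM FUDR, a drug that blocks the production of progeny. For each gene the authors deposited estimated read counts, rounded and not normalized, and TPM values, which relate the reads of a gene to its transcript length and scale each sample to the same total, both made with the Cactus pipeline. The paper's text does not name the program that estimated the counts or the test for differential expression. Total counts per sample were 10407141 and 12836836 at day 1, 7889153 and 9037955 at day 3, and 4538353 and 5216982 at day 7. At these depths, 3 counts correspond to between 0.234 and 0.661 CPM (counts per 1000000 counts of the sample), a floor that covers counting error only, since reads without molecular identifiers are not independent molecules. Spearman's correlation across genes between the 2 samples of an age was 0.977 at day 1, 0.974 at day 3 and 0.973 at day 7. The counts were scaled with edgeR's TMM method, and all 6 samples were fitted in one model in which each age had its own mean. Ages were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, at an adjusted p of 0.05. The comparison covered the 13222 genes that edgeR's filter on low counts retained.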

To this end, we used germline-deficient *glp-4* mutant animals and conducted ATAC-seq and mRNA-seq on samples from day 1, 3, and 7 of adulthood (Fig. 1a). Chromatin accessibility changes and transcriptional changes in proximal genes were defined using a recently developed analysis pipeline called Cactus, which facilitates data preprocessing, differential and enrichment analysis, and the combination of omics modalities (Fig. 1a)^25^. First, we determined which genomic regions either opened or closed with age. Consistent with chromatin changes being a hallmark of aging, we observed abundant chromatin reorganization, identifying 9196 differentially accessible regions (DARs) that had opened by day 3 and 7007 that had opened by day 7 when compared to day 1 of adulthood (Supplementary Table S1). In addition, we identified 9968 DARs that had closed by day 3 and 7171 that had closed by day 7 when compared to day 1 of adulthood (Supplementary Table S1). 

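Of the tested genes, 3515 were expressed at a higher and 3636 at a lower level at day 3 than at day 1, 54.1% of all tested. At day 7, 4041 genes were higher and 4143 lower than at day 1, or 61.9%. A change of at least 2-fold was seen for 2141 genes upward and 2014 downward at day 3, and for 2660 upward and 2665 downward at day 7. The median log2 fold change of the called genes was 1.25 upward and -1.11 downward at day 3. At day 7 it was 1.41 upward and -1.31 downward. In *glp-4* against *eri-1* animals (WT) on day 1, 3413 genes had a log2 fold change under -2 and an adjusted p under 0.05. They were taken as germline-dependent, although strain and larval temperature differ as well. With these genes left out, a choice made after seeing the data, 3280 genes were higher and 3598 lower at day 7. That kept 70.3% of the upward and 86.8% of the downward calls. The balance of directions at day 7 rests on the scaling between samples, with 49.4% of calls upward under TMM scaling. With library totals alone, an alternative chosen after seeing the data, 6550 genes were higher and 2593 lower at day 7 (71.6% upward), and the median of all tested genes moved to 0.56. With limma on log2(TPM + 1), 5833 genes were higher and 2674 lower (68.6% upward), with a median of 0.41, and with upper-quartile normalization the median was 0.22. The gene with the lowest adjusted p among those that rose was *clx-1* (WBGene00000551), a protein-coding gene on chromosome IV of WBcel235 from 7734648 to 7736324. It had 1.64 ± 0.255 CPM (SD, n = 2) at day 1 and 1208 ± 54.5 (SD, n = 2) at day 3, a log2 fold change of 9.52 (SE 0.17, adjusted p = 8.7e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The annotation places the small RNA gene *21ur-13514* within *clx-1* on the same strand. At day 7 *clx-1* stood at 842.9 ± 27.9 CPM (SD, n = 2). The collagen gene *col-92* (WBGene00000667, chromosome III, 10982139 to 10983253) fell from 3765 ± 353 CPM (SD, n = 2) at day 1 to 4.42 ± 0.428 (SD, n = 2) at day 3, a log2 fold change of -9.73 (SE 0.17, adjusted p = 8.7e-14 from the same test). The other genes with the lowest adjusted p at day 3 were *F56D6.8*, *dct-8*, *spp-9* and *H39E23.3* among those that rose, and the collagen genes *col-133*, *col-146*, *col-39* and *col-159*, which shares its strand and part of its sequence with *col-160*, among those that fell. Their log2 fold changes lay between 8.79 and 9.62 upward and between -10.14 and -7.48 downward. Several of the low groups were near the floor, such as *spp-9* with 3 and 4 counts in the day 1 samples. At day 7, the gene *acdh-1* (WBGene00016943, chromosome I, 6497436 to 6499560), which encodes an acyl-CoA dehydrogenase, had fallen from 749.7 ± 19.7 (SD, n = 2) to 3.58 ± 0.560 CPM (SD, n = 2), a log2 fold change of -7.71 (SE 0.16, adjusted p = 4.0e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The chitinase gene *cht-1* (WBGene00000503, chromosome X, 3397613 to 3400017), which overlaps *slcf-2* on the other strand, had risen from 1.42 ± 0.0476 (SD, n = 2) to 402.8 ± 45.2 CPM (SD, n = 2). Its log2 fold change was 8.12 (SE 0.18, adjusted p = 5.1e-13 from the same test). With each of the 6 samples left out in turn, the log2 fold change of *clx-1* at day 3 stayed between 9.36 and 9.67 and that of *col-92* between -9.83 and -9.63. The setting that moved *clx-1* most was limma on log2(TPM + 1), under which the log2 fold change was 8.57.

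**Figure D1:**
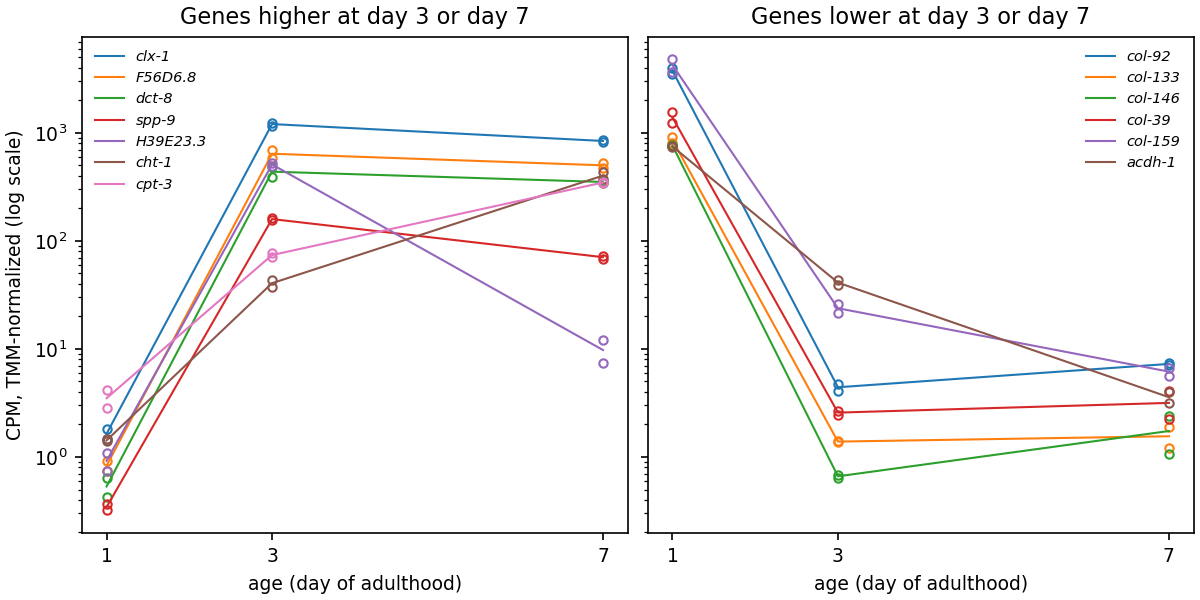
TMM-normalized CPM (log scale) of the genes with the lowest adjusted p at day 3 or day 7, by age in days of adulthood, in *glp-4* animals. Circles are the 2 samples per age and lines join their means. *H39E23.3* was at 489.4 and 532.0 at day 3 and at 7.43 and 12.1 at day 7.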

Many of these DARs also showed correlating transcriptional changes of their neighboring genes, with 3258 DARs that had opened by day 3 and 2427 that had opened by day 7 leading to induction of their closest genes, in addition to 3460 DARs that had closed by day 3 and 2839 that had closed by day 7 leading to repression of their closest genes (Supplementary Tables S2, S3). For the remainder of this study, we refer to these as transcriptionally relevant DARs (trDARs). 

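The transcriptional changes of day 3 and day 7 were largely shared. Among the genes that were higher at day 7, 2663 of 4041 were already called higher at day 3, or 65.9% (95% Wilson interval 64.4 to 67.3). Among those lower at day 7, 3056 of 4143 were already called lower at day 3, or 73.8% (95% Wilson interval 72.4 to 75.1). The intervals treat genes as independent, which they are not. The share for upward changes was lowest, at 44.6%, with limma on log2(TPM + 1) without a filter on low values, and the share for downward changes was lowest, at 64.7%, when a change of at least 2-fold was also required. Across the 13222 genes, the log2 fold changes of both ages against day 1 correlated with a Spearman's rho of 0.825 and a Pearson's r of 0.882. Genes are not independent replicates, and both comparisons share the day 1 samples. This sharing by itself adds to the correlation and to the shares, by an amount that was not estimated. Changes between single samples, each of day 3 against day 1 with each of day 7 against day 1, gave 16 combinations. Their rho lay between 0.725 and 0.809 with a SD of 0.0310. In some of them the 2 changes used different day 1 samples. Sharing of day 1 samples alone thus does not account for a rho of this size. When each sample was left out in turn, rho lay between 0.785 and 0.828. Without a filter on low counts it was 0.714. The paper counts shared trDARs in Table S3, in which the direction of the neighboring gene in these RNA samples is one of the criteria, and the chromatin accessibility that is the other is not analysed here.

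**Figure D2:**
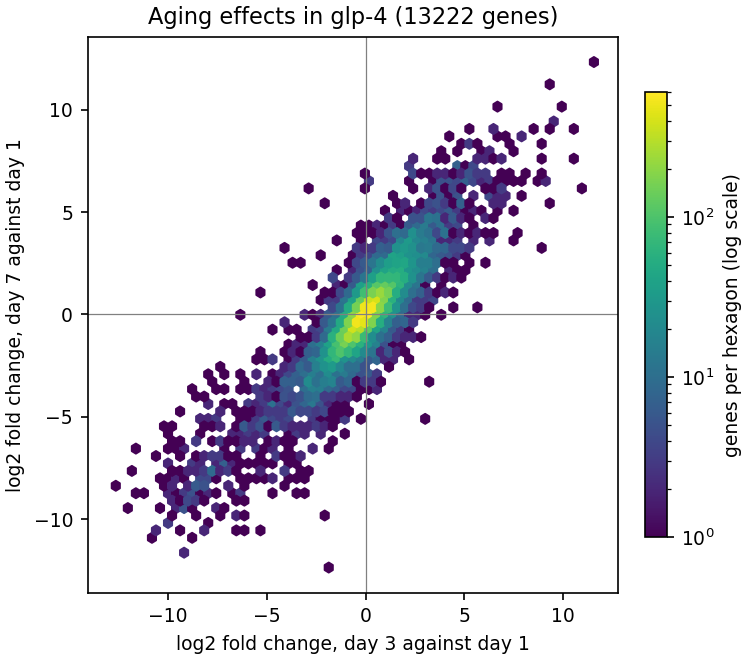
Log2 fold change of each of 13222 genes in *glp-4* animals at day 3 against day 1 (horizontal axis) and at day 7 against day 1 (vertical axis). Color gives the number of genes per hexagon on a log scale, and most genes lie along the diagonal (Spearman's rho 0.825).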

Most (~55%) of the trDARs that existed on day 7 had already started to emerge by day 3 (Supplementary Table S3), consistent with a wide number of functionally relevant chromatin accessibility changes arising and then presumably persisting with age.

**Fig. 1:**
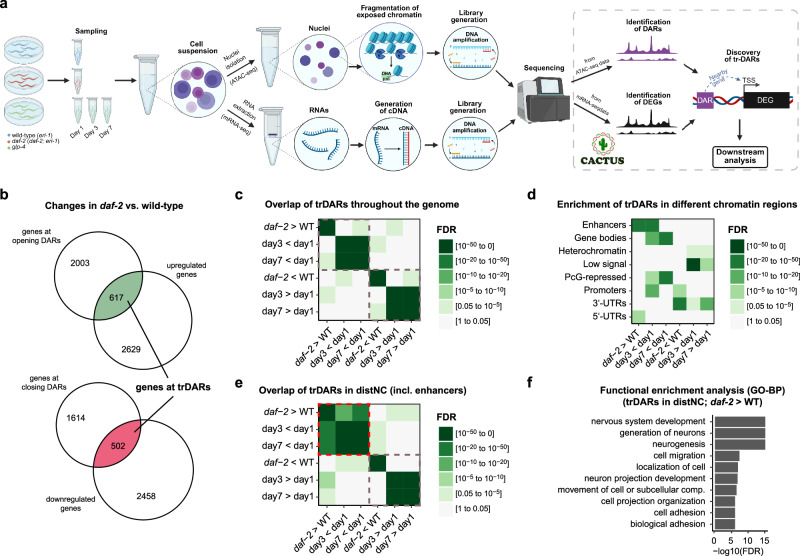
Identification of transcriptionally relevant chromatin accessibility changes that arise during aging in wild-type animals and in animals with reduced insulin/IGF-like signaling (IIS). **a** Workflow. ATAC-seq and mRNA-seq experiments were conducted on *eri-1(mg366)*, *daf-2(e1370); eri-1(mg366)*, and *glp-4(bn2) C. elegans* at the indicated timepoints. Data preprocessing and downstream analyses were performed with the pipeline Cactus^25^. The ATAC-seq data revealed differentially accessible regions (DARs), while the mRNA-seq data revealed differentially expressed genes (DEGs) between the investigated conditions. Eventually, both datasets were combined to identify DARs causing correlating gene expression changes at their closest genes (i.e. DARs that open and where the closest gene is upregulated or DARs that close and where the closest gene is repressed) (trDARs). Created in BioRender. Riedel, C. (2025) https://BioRender.com/iqifhdy. **b** Venn diagrams showing overlaps between DEGs and the genes proximal to DARs. **c** Heatmap showing the overlap of trDARs throughout the genome between the indicated conditions. Note: “x > y” refers to regions that are open in x and closed in y, while “x <y” refers to regions that are closed in x and open in y. **d** Heatmap showing the enrichment of all trDARs in different chromatin states, adapted from ref. ^26^. Note: “x > y” refers to regions that are open in x and closed in y, while “x < y" refers to regions that are closed in x and open in y. **e** Heatmap showing the overlap of distNC-localized trDARs between the indicated conditions. Note: “x > y” refers to regions that are open in x and closed in y, while “x < y” refers to regions that are closed in x and open in y. **f** Barplot showing a functional enrichment analysis of the genes proximal to distNC-localized trDARs that open under reduced IIS. Some terms were adapted or shortened for improved readability (see Supplementary Table S7 for the original terms). trDARs transcriptionally-relevant differentially accessible regions, day1, day3, and day7: age of the adult *glp-4* mutants, WT: *eri-1(mg366)*, *daf-2: daf-2*(*e1370*)*; eri-1(mg366)*, *glp-4: glp-4(bn2)*, distNC distal non-coding, PcG Polycomb Group, FDR False Discovery Rate, GO-BP Gene Ontology-Biological Processes. Source data are provided as a Source Data file.

### Reducing IIS causes broad chromatin accessibility changes

Having confirmed this hallmark of aging in wild-type animals, we then wondered if animals with an altered rate of aging, such as slow-aging and thus long-lived animals, would distinguish themselves by an altered chromatin landscape, too. We used *eri-1(mg366)* background animals that offer enhanced RNA interference (RNAi) and hence would be useful during downstream analyses. In this background, we then compared otherwise wild-type and long-lived *daf-2(e1370)* animals, the latter of which have reduced IIS, by performing ATAC- and mRNA-seq on day 1 of adulthood (Fig. 1a). 

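The RNA experiment comprised 3 samples of *daf-2(e1370); eri-1(mg366)* animals and 3 of *eri-1(mg366)* animals, the latter serving as wild-type (WT). By the paper's methods, both were grown at 15 °C until the late L4 stage and then at 20 °C with FUDR. The labels of the *daf-2* samples name control RNAi and those of the WT samples name no RNAi, while the methods state only that plates held the required bacteria. Genotype and any difference in bacteria thus cannot be told apart from the labels. Between 13750913 and 19618500 reads per *daf-2* sample and between 15925848 and 22484551 per WT sample were counted on genes, so that 3 counts correspond to 0.133 to 0.218 CPM. The 50 most abundant genes took between 18.4% and 19.4% of the counts in *daf-2* samples and between 22.2% and 22.3% in WT samples. Spearman's correlation across genes between samples of the same genotype was at least 0.985. Only these 6 samples entered the model. The test covered 13528 genes after the filter on low counts, with the same scaling and threshold as for aging.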

Intriguingly, we observed substantial *daf-2(e1370)*-induced chromatin accessibility changes: 3912 DARs had opened and 2850 DARs had closed in these mutants (Supplementary Table S1). Among these, there were 1052 trDARs that activated a total of 617 unique proximal genes and 734 trDARs that repressed a total of 502 unique proximal genes (Fig. 1b, Supplementary Tables S2, S3). 

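On the RNA side, which is the part of the trDAR definition measured here, 3453 of 13528 tested genes were expressed at a higher level in *daf-2* than in WT animals and 3042 at a lower level, together 48.0%. The median log2 fold change was 0.87 among the higher and -0.41 among the lower genes. Of all calls, 53.2% were upward. With library totals alone in place of TMM scaling, an alternative chosen after seeing the data, the numbers were 4751 and 1869 (71.8% upward), and the median of all tested genes was 0.13. With limma on log2(TPM + 1) they were 4152 and 1593 (72.3% upward), with a median of 0.12. The lowest adjusted p belonged to *H39E23.3* (WBGene00044201), a protein-coding gene with 1 exon on chromosome V of WBcel235 from 14107811 to 14110051. It had 1965 ± 222 CPM (SD, n = 3) in *daf-2* animals and 0.299 ± 0.0893 (SD, n = 3) in WT animals, where the samples held 4 to 7 counts. Its log2 fold change was 12.67 (SE 0.15, adjusted p = 2.8e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), between 12.48 and 12.93 with each sample left out in turn, and 9.79 with limma on log2(TPM + 1). The lysozyme gene *lys-7* (WBGene00003096, chromosome V, 3481432 to 3482600) had 361.5 ± 14.0 CPM (SD, n = 3) in *daf-2* and 39.4 ± 1.63 (SD, n = 3) in WT animals, a log2 fold change of 3.20 (SE 0.05, adjusted p = 1.1e-11 from the same test). For *icmt-1* the log2 fold change was 8.49, for *F56D6.9*, which overlaps *oac-21* on the same strand, 6.32, and for *lea-1*, which overlaps *acl-2* on the other strand, 2.51. Among the genes that fell, *dod-23* (WBGene00009898, chromosome II, 8398161 to 8399164) had 12.2 ± 0.303 CPM (SD, n = 3) in *daf-2* and 67.7 ± 1.70 (SD, n = 3) in WT animals, a log2 fold change of -2.47 (SE 0.07, adjusted p = 9.7e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change was -2.52 for *C10C5.4*, -2.87 for the collagen gene *col-135*, -1.47 for *kynu-1* and -2.18 for the aquaporin gene *aqp-8*. In each of these 10 genes the samples of both genotypes did not overlap, which chance gives in 10% of comparisons of 3 samples with 3, and non-overlap was a criterion of their selection. The *daf-2* transcript itself had a log2 fold change of 0.26 (SE 0.04, adjusted p = 2.6e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and that of *daf-16*, the TF downstream of IIS, one of -0.25 (SE 0.06, adjusted p = 0.0079 from the same test). The *daf-16* difference was not past the threshold with limma on TPM, where it was -0.04, or with library totals alone.

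**Figure D3:**
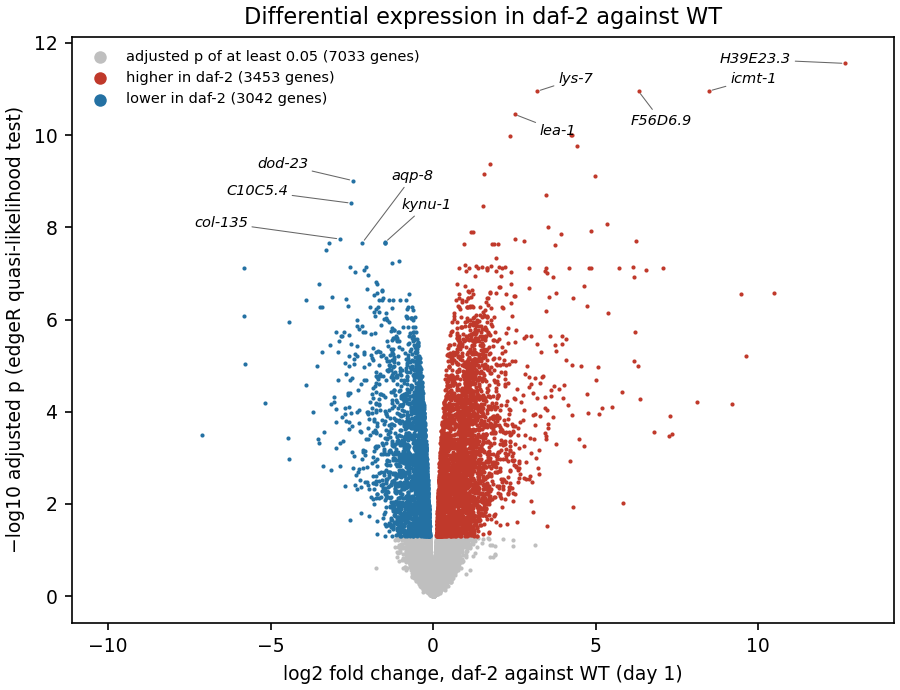
Log2 fold change of 13528 genes in *daf-2* against WT animals on day 1 (horizontal axis) and -log10 of the adjusted p (vertical axis). Red points are the 3453 higher and blue points the 3042 lower genes, grey points did not pass an adjusted p of 0.05, and the 5 named genes in each direction are those with the lowest adjusted p among the genes that met the selection criteria, from *H39E23.3* at 12.67 to *col-135* at -2.87.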

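In *daf-2* animals, 1438 of the genes with a higher and 561 of those with a lower RNA level changed by at least 2-fold. With each of the 6 samples left out in turn, between 2927 and 3352 genes were higher and between 2488 and 3035 lower. DESeq2 called 2929 genes higher and 2733 lower, and of these 2840 and 2684 were also called by edgeR. In *glp-4* against WT animals on day 1, 3413 genes had a log2 fold change under -2 and an adjusted p under 0.05. They were taken as germline-dependent, although strain and larval temperature differ between these groups as well. After removal of these genes, 2312 genes were higher and 2147 lower in *daf-2* animals. This removal was chosen after seeing the data. The paper reasons from the number of regions with altered accessibility together with the altered RNA levels of the genes next to them (Fig. 1b).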

We conclude that just how changes in the chromatin landscape are a hallmark of normal aging, they are also a major distinguishing feature of long-lived animals with reduced IIS and have a noticeable impact on gene expression.

### Numerous enhancers close with age but open under reduced IIS

One can hypothesize that longevity is achieved by preventing molecular changes that occur during aging in wild-type animals. Following this idea, genomic regions that close and become repressed or that open and become activated with age might experience opposite changes under reduced IIS, which in turn might contribute to these animals’ longevity. First, we looked for such events across the genome, but the overlap between trDARs affected by reduced IIS and trDARs that change in the opposite direction during normal aging was low (Fig. 1c, Supplementary Table S3).

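The same question can be put to RNA levels alone, over the 11731 genes tested both in *daf-2* against WT and in aging *glp-4* animals. The overlap of called genes was compared with the number expected if both sets were independent, with Fisher's exact test (two-sided) and Benjamini-Hochberg adjustment over the 8 pairings of directions. Genes with opposite changes were fewer than expected. Of the genes higher in *daf-2*, 429 were lower at day 3 (648.1 expected, log2 odds ratio -0.93, SE 0.08, adjusted p = 3.4e-31 from Fisher's exact test) and 593 were lower at day 7 (748.5 expected, log2 odds ratio -0.58, SE 0.08, adjusted p = 7.0e-15 from the same test). Of the genes lower in *daf-2*, 677 were higher at day 3 (799.1 expected, log2 odds ratio -0.42, SE 0.07, adjusted p = 3.8e-09 from Fisher's exact test) and 708 were higher at day 7 (901.4 expected, log2 odds ratio -0.63, SE 0.07, adjusted p = 2.0e-19 from the same test). Genes with changes in the same direction were more than expected. For genes higher in both, there were 960 at day 3 (640.8 expected, log2 odds ratio 1.14, SE 0.07) and 978 at day 7 (722.8 expected, log2 odds ratio 0.87, SE 0.07). For genes lower in both, there were 1291 at day 3 (808.2 expected, log2 odds ratio 1.47, SE 0.07) and 1462 at day 7 (933.5 expected, log2 odds ratio 1.51, SE 0.06). The adjusted p of these 4 pairings lay between 9.5e-123 and 1.7e-35. Genes are not independent replicates, so these p-values overstate the evidence. The opposite-direction pairing of genes lower in *daf-2* and higher at day 3 changed sign under 5 alternatives. Its log2 odds ratio reached 0.44 when all genes with any count served as background. That background adds genes that were not tested in both comparisons. With it the 677 shared genes stayed the same, while the number expected fell to 551.9. Of the other 3 opposite pairings, 2 changed sign and 1 lost the threshold under 1 or more alternatives. For genes lower in *daf-2* and higher at day 7, only that background changed the sign. The shortage of opposite changes thus depends on the processing. Without germline-dependent genes, a choice made after seeing the data, all 4 opposite log2 odds ratios were further below 0. For genes higher in *daf-2* they were -0.99 with genes lower at day 3 and -0.67 with genes lower at day 7. For genes lower in *daf-2* they were -0.68 with genes higher at day 3 and -0.94 with genes higher at day 7. The last pairing then held 411 genes, against 708. Across genes, the log2 fold change in *daf-2* correlated with that at day 3 with a Spearman's rho of 0.204 and with that at day 7 with one of 0.206. Pearson's r was 0.197 and 0.184. Leaving out one sample at a time kept rho between 0.175 and 0.218 for day 3 and between 0.175 and 0.222 for day 7. Without a filter on low counts, rho for day 3 was 0.129. The paper states that the overlap of trDARs with opposite changes was low (Fig. 1c), and from the idea that longevity prevents changes of aging it goes on to limit the search to certain regions of the genome.

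**Figure D4:**
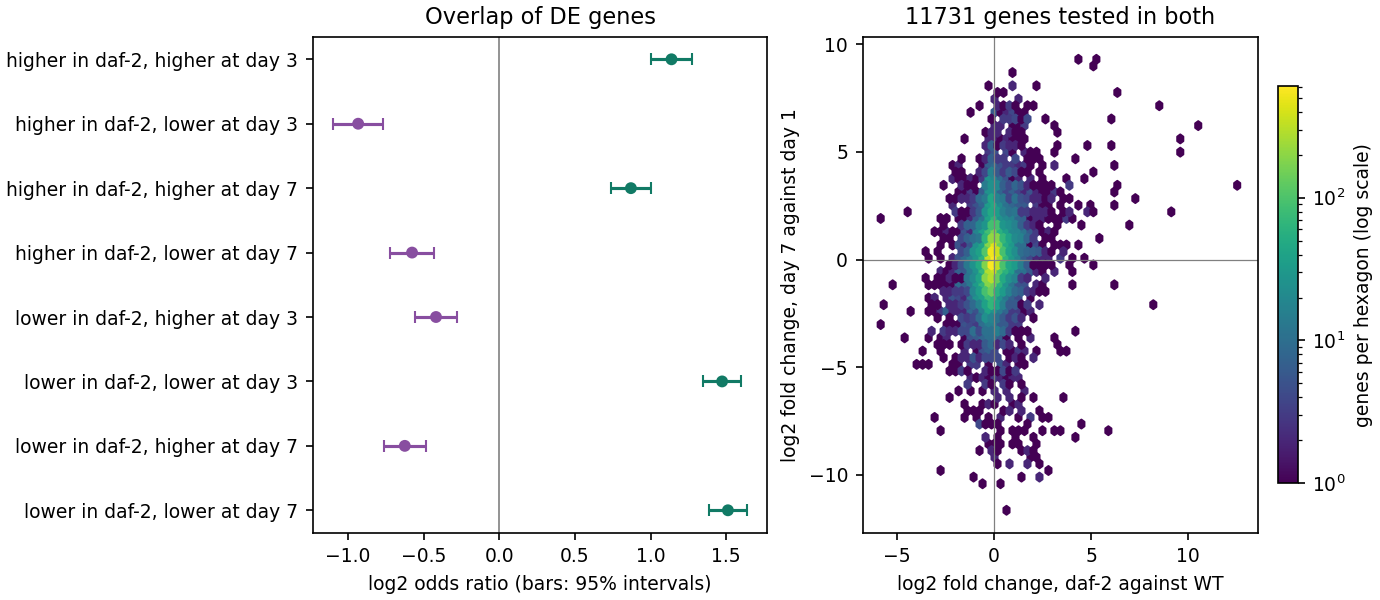
Left, log2 odds ratio of the overlap between genes changed in *daf-2* against WT animals and genes changed in *glp-4* animals at day 3 or day 7 against day 1, with bars for 95% intervals, in green for the same and in purple for the opposite direction. Right, log2 fold change of the 11731 genes tested in both, in *daf-2* (horizontal axis) and at day 7 (vertical axis), with color for the number of genes per hexagon on a log scale (Spearman's rho 0.206).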

Interestingly though, this changed when limiting the analysis to specific regions of the genome. Using an epigenetic-marks-based chromatin state map^26^, we found two regions highly enriched for trDARs changing in opposite directions during normal aging and reduced IIS, namely enhancers and 3’-UTRs (Fig. 1d, Supplementary Table S4). We then limited our analysis to these two regions. However, we used a more customized conventional genome annotation and expanded our view on enhancers to now span the entire intergenic non-coding space (distNC – distal non-coding)^27^. Specifically, for the distNC regions, we detected a strong and significant overlap between trDARs that open in long-lived *daf-2* mutants and trDARs that close during normal aging (Fig. 1e, Supplementary Table S5). Substantially lower overlap was observed for trDARs that close in long-lived *daf-2* mutants and trDARs that open during normal aging in the distNC regions (Fig. 1e, Supplementary Table S5). Likewise, overlaps between trDARs in 3’-UTRs occurring during normal aging and trDARs in 3’-UTRs occurring in opposite direction in *daf-2* mutants were low (Supplementary Fig. S1a, Supplementary Table S6). These results suggested that distNC regions could play a particular role in the regulation of aging, where keeping specific sites open might slow down aging and thus extend the animals’ lifespan. Our results from Fig. 1d implied that these are enhancer regions. Cross-referencing with the epigenetic-marks-based map from ref. ^26^ confirmed this assumption (Supplementary Fig. S1b).

To identify the cellular processes regulated by these enhancer-localized trDARs in *daf-2* mutants, we conducted functional enrichment analysis on their closest neighboring genes (Fig. 1f, Supplementary Table S7). The strongest enrichment was observed for genes involved in the development of the nervous system. Overall, our results indicate that reduced IIS counteracts the closure of enhancer regions and resulting gene repression occurring during aging in wild-type animals, and that this may have functional relevance in the developing nervous system.

### LIN-39 binds opening enhancers and promotes longevity

Next, we wanted to identify molecular factors that cause or utilize this increase in chromatin accessibility at enhancer regions under reduced IIS. It is conceivable that specific TFs can bind to these regions and promote lifespan-extending gene expression changes. Therefore, we conducted enrichment analyses for TF binding based on TF DNA-binding motifs from the Cis-BP database^27,28^ and ChIP-seq peaks generated by the modENCODE consortium^29^. Surveying a total of 420 TFs, we found 19 TFs whose motifs or binding sites were enriched in the opening enhancer-localized trDARs (Fig. 2a, b, Supplementary Tables S8, S9). To test if some of these TFs are required for the longevity of *daf-2* mutants, we determined their loss-of-function phenotypes. Staying in the *eri-1(mg366)* background used already in Fig. 1, we now performed lifespan assays in which we knocked down the TF candidates in otherwise wild-type or *daf-2(e1370)* mutant animals from the L1 stage onwards. Some candidates were excluded because their loss was annotated to cause lethality or impair the development of *C. elegans*, or because we could not obtain suitable RNAi clones from the commercially available genome-wide RNAi libraries. This experiment resulted in one standout candidate which was the homeodomain-containing TF LIN-39 (Fig. 2c, Supplementary Fig. S2, Supplementary Table S10). Knockdown of this TF caused the strongest lifespan reduction in *daf-2* mutant animals among all the tested candidates, while it only caused a marginal lifespan change in wild-type animals (Fig. 2c, d, Supplementary Table S10). These results indicate that LIN-39 is specifically required for animals with reduced IIS to become long-lived.

**Fig. 2:**
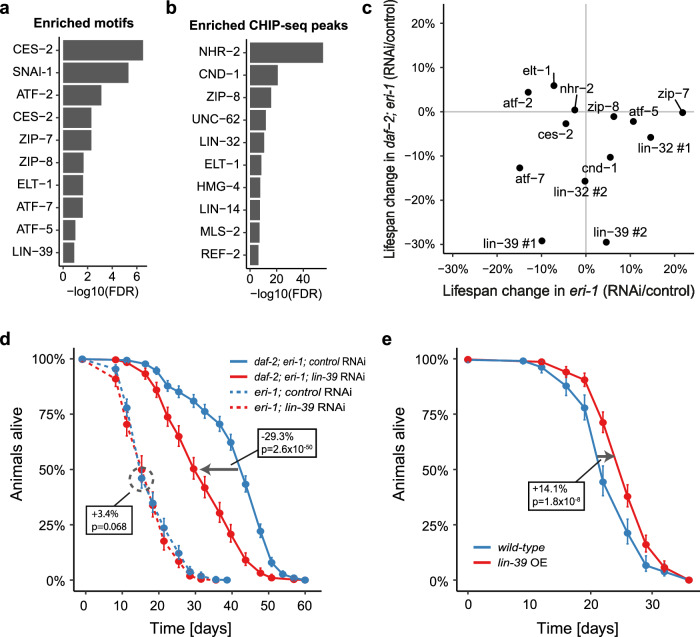
Screening of transcription factors (TFs) that are predicted to bind distNC-localized trDARs opening under reduced IIS reveals LIN-39 as a driver of longevity. **a** The ten most significant enrichments of TF DNA-binding motifs from the Cis-BP database (build 2.00) in trDARs that open under reduced IIS. **b** The ten most significant enrichments of TF ChIP-seq peaks from modENCODE in trDARs that open under reduced IIS. **c** Screen for lifespan phenotypes of selected candidates from (**a**) and (**b**). Candidate TFs were knocked down by RNAi from the L1 stage in *eri-1(mg366)* and *daf-2(e1370); eri-1(mg366)* mutant *C. elegans*. “#1” and “#2” denote distinct RNAi clones targeting the same respective gene. **d** Kaplan–Meier survival estimates with 95% confidence intervals for *eri-1(mg366)* and *daf-2(e1370); eri-1(mg366)* mutant *C. elegans* grown from the L1 stage on the indicated RNAi bacteria. (*n* = 445 (*eri-1*; control RNAi), 272 (*eri-1*; *lin-39* RNAi), 720 (*daf-2*; *eri-1*; control RNAi), 409 (*daf-2*; *eri-1*; *lin-39* RNAi); for results from a second independent biological replicate experiment, see Supplementary Table S10). **e** Kaplan–Meier survival estimates with 95% confidence intervals for wild-type (N2) *C. elegans* and the same animals carrying an overexpression construct of LIN-39. (*n* = 211 (wild-type), 367 (*lin-39* OE); for results from a second independent biological replicate experiment, see Supplementary Table S10). Boxes state changes in median lifespan and the associated *p*-values (based on two-sided log-rank tests) for the indicated comparisons. OE overexpression. Source data are provided as a Source Data file.

We have shown that trDARs in distNC regions which open in *daf-2* mutants tend to close during normal aging in wild-type animals. Hence, we wondered if the lifespan-extending activities of LIN-39 were actually compromised in wild-type animals and whether this could be overcome by overexpressing LIN-39. Indeed, this was the case (Fig. 2e, Supplementary Table S10), arguing that LIN-39 is in itself a longevity-promoting TF.

### LIN-39 affects lifespan through a function in the nervous system

Since LIN-39 is required for the longevity of *daf-2* mutants, we wondered in which tissue LIN-39 confers this role. To assess this, we conducted lifespan assays in animals where *lin-39* was knocked down only in specific tissues. Specifically, we used *daf-2* mutant *C. elegans* strains that were deficient for RNAi due to mutation of either *rde-1* or *sid-1*, and in which the expression of these genes was restored in only a single tissue of interest^30,31^. By this approach, we tested the relevance of *lin-39* in the hypodermis, muscle, intestine, and nervous system. Strikingly, knockdown of *lin-39* in the nervous system fully phenocopied the effect of a whole-body knockdown of *lin-39*, while no such phenotype was observed from knockdown of *lin-39* in the other tested tissues (Fig. 3a, Supplementary Table S11). The lifespan decrease caused by neuron-specific *lin-39* RNAi was even more substantial than that obtained from whole-body RNAi, shortening the lifespan of *daf-2* mutants by ~65% and 53%, respectively (Fig. 3a, Supplementary Table S11). This is likely due to the neuronally reconstituted *sid-1* being expressed at higher than physiological levels, which should enhance neuronal *lin-39* knockdown^30^. Taken together, these results show that LIN-39 promotes longevity under reduced IIS in a tissue-specific manner, primarily through a function in neurons.

**Fig. 3:**
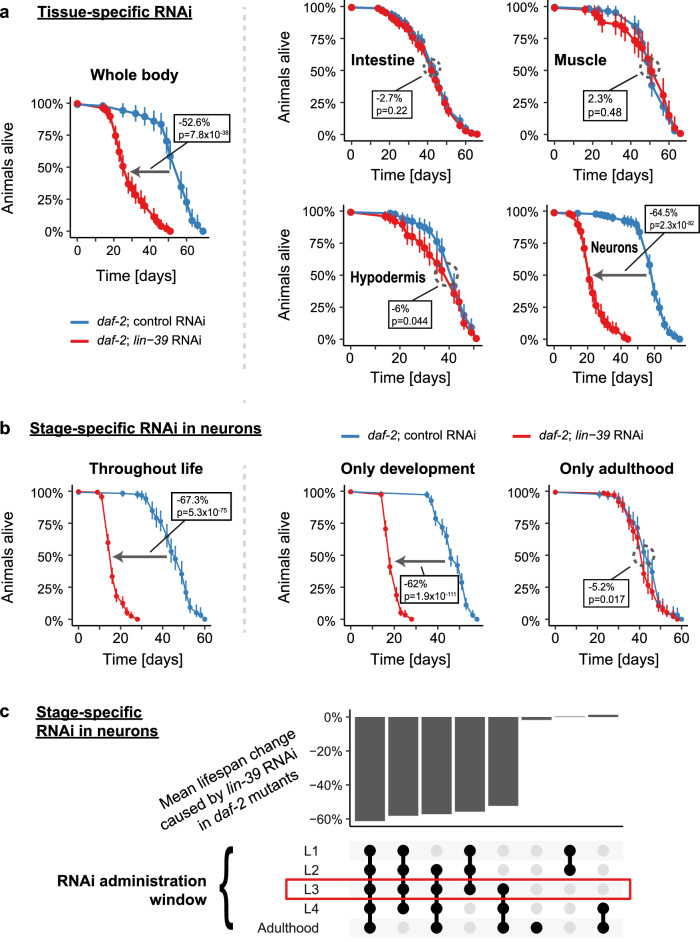
LIN-39 promotes longevity under reduced IIS from the nervous system and exclusively during later larval development. **a** Kaplan–Meier survival estimates with 95% confidence intervals for *daf-2(e1370)* mutant *C. elegans* with functional RNAi in either the whole body or the indicated tissues, grown on the indicated RNAi bacteria. (*n* = 83 (whole body; control RNAi), 151 (whole body; *lin-39* RNAi), 125 (hypodermis; control RNAi), 124 (hypodermis; *lin-39* RNAi), 291 (intestine; control RNAi), 264 (intestine; *lin-39* RNAi), 94 (muscle; control RNAi), 69 (muscle; *lin-39* RNAi), 174 (neurons; control RNAi), 142 (neurons; *lin-39* RNAi); for results from a second independent biological replicate experiment, see Supplementary Table S11). **b** Kaplan–Meier survival estimates with 95% confidence intervals for *daf-2(e1370); sid-1(pk3321)* mutant *C. elegan*s, in which *sid-1* was reconstituted only in the nervous system, resulting in neuron-specific RNAi. Animals were grown on the indicated RNAi bacteria either throughout life, exclusively during development (and then shifted to *dcr-1* RNAi during adulthood to inactivate the RNAi), or exclusively during adulthood (after having been grown on HT115 bacteria during development). (*n* = 118 (throughout life; control RNAi), 248 (throughout life; *lin-39* RNAi), 215 (only development; control RNAi), 233 (only development; *lin-39* RNAi), 121 (only adulthood; control RNAi), 134 (only adulthood; *lin-39* RNAi); for independent replication of these findings, see Fig. 3c and Supplementary Table S12). **c** Same experimental setup as under (**b**), but more knockdown-windows were tested. Results are displayed as an UpSet plot showing the changes in median lifespan induced by neuron-specific *lin-39* knockdown. For conditions tested in multiple experiments, percentages were averaged. These included development (3 independent experiments), adulthood (2 independent experiments), and throughout life (2 independent experiments). The actual survival curves are shown in (**b**) and Supplementary Fig. S4b. (for *n*, see Supplementary Table S12; the experiment in conjunction with Fig. 3b provides internal biological replication of the key findings due to overlapping or matching knockdown windows). Boxes state changes in median lifespan and the associated *p*-values (based on two-sided log-rank tests) for the indicated comparisons. Source data are provided as a Source Data file.

### LIN-39 regulates organismal lifespan during development

LIN-39 has already been a subject of study for over three decades, during which multiple functions were identified. Most notably, it is important during development, being involved in body patterning and in establishment of the nervous system by regulating the migration of QR neuroblast descendants^32^; but it also plays a post-developmental role, whereby it maintains the identity of motor neurons throughout adulthood^33^. Given such developmental and post-developmental functions in the nervous system, we wondered at what stage LIN-39 promotes longevity. To address this, we knocked down *lin-39* specifically in neurons, either exclusively during development, during adulthood, or throughout life, and evaluated the resulting impact on *daf-2* mutants’ lifespan. Remarkably, knockdown of *lin-39* only during development suppressed the longevity of *daf-2* mutants almost to the same extent as knockdown of *lin-39* throughout life (Fig. 3b, Supplementary Table S12). On the other hand, knockdown of *lin-39* only during adulthood had almost no effect on the lifespan of *daf-2* mutant animals.

To further narrow down the time window during which LIN-39 regulates longevity, we then performed stage-specific knockdown of *lin-39* only during parts of development. Interestingly, *lin-39* RNAi impaired longevity only when animals were exposed to RNAi bacteria at the L3 stage, with no effect observed when exposure occurred exclusively at other developmental or adult stages (Fig. 3c, Supplementary Fig. S4b, Supplementary Table S12). As a control, we carried out stage-specific RNAi of *daf-16*, as a known means to suppress the longevity of *daf-2* mutant animals also during adulthood^34^. *daf-16* RNAi exhibited a longevity-suppressing effect at all stages of life (Supplementary Fig. S4a). Even though stage-specific RNAi has a certain degree of imprecision, as it may take several hours to take effect and also hours to fully subside again after the knockdown has been stopped, our findings argue that LIN-39 promotes the longevity of *daf-2* mutants by acting in the developing nervous system, through processes that occur around the L3 stage. Furthermore, the dispensability of LIN-39 at later stages implies that its role lies in the birth or maturation of neurons, rather than in their maintenance – providing a prime example of a developmental determinant of the aging process.

### LIN-39 opens enhancers of age-regulated neuronal genes

It has long been known that the nervous system can modulate the organism’s rate of aging. Nevertheless, the underlying mechanisms are diverse^35,36^, raising the question of how neuronal LIN-39 achieves its longevity-promoting role in *daf-2* mutant *C. elegans*. To better understand the mechanistic consequences of *lin-39* depletion, we conducted ATAC-seq in *daf-2* mutants in the presence or absence of *lin-39* RNAi. We found that LIN-39 promotes opening and closing of chromatin in 303 and 331 regions, respectively (Supplementary Table S13). Strikingly, ~70% of regions that close upon *lin-39* knockdown in *daf-2* mutants (i.e., 212 out of 303) overlap with regions that open under reduced IIS (Supplementary Fig. S3a, Supplementary Table S13). This finding strongly supports the view that LIN-39 not only binds such regions but also contributes to some of the chromatin accessibility changes that occur under reduced IIS. DARs opened by LIN-39 were predominantly enriched for enhancers (Supplementary Fig. S3b, Supplementary Table S14), which is consistent with our previous observation that LIN-39 binding sites are enriched within enhancers that open under reduced IIS (Fig. 2a).

Next, we wondered about the relevance of these enhancer-localized DARs for the aging process. We assigned each of these regions to their closest gene and checked if these genes had been reported to undergo expression changes with age in specific *C. elegans* tissues^37^. Remarkably, we detected a strong overlap between genes proximal to regions opened by LIN-39 in *daf-2* mutants and genes downregulated during aging in neurons (Fig. 4a, Supplementary Table S15). Similar results were obtained when overlapping genes proximal to LIN-39-bound enhancers in wild-type (derived from modENCODE ChIP-seq data^29^) with genes regulated during aging in neurons (Supplementary Fig. S5a, Supplementary Table S16). Taken together, these results indicate that LIN-39 promotes longevity by promoting the expression of neuron-specific genes whose expression otherwise declines with age.

**Fig. 4:**
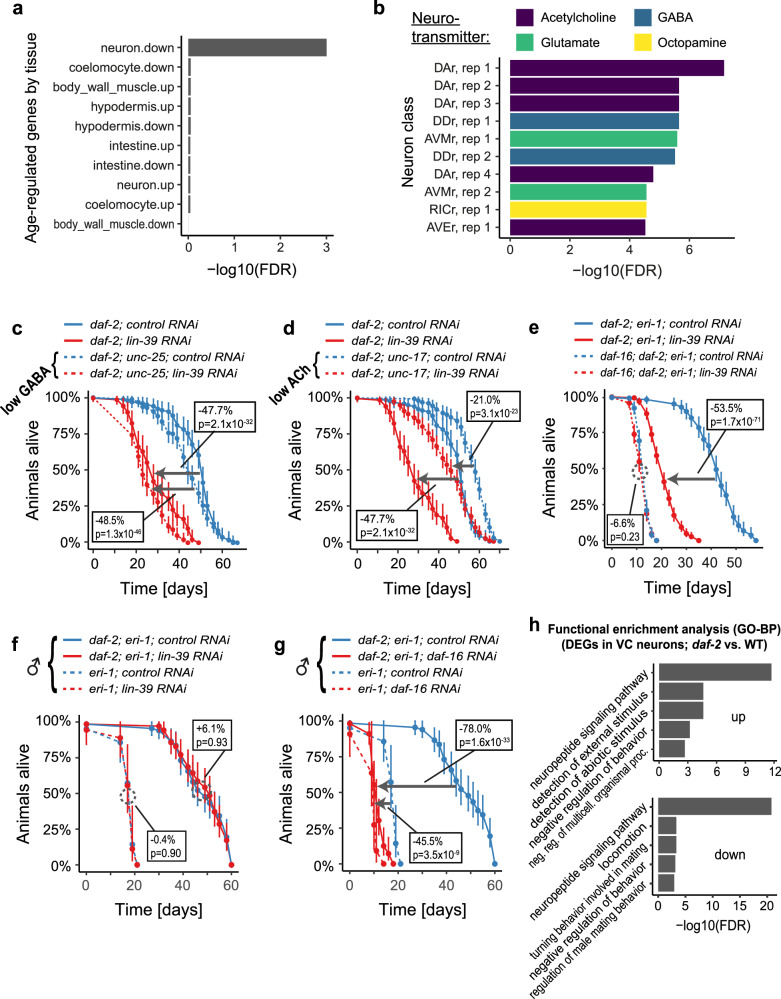
LIN-39 promotes longevity under reduced IIS in a manner dependent on cholinergic VC neurons and the TF DAF-16/FOXO. **a**, **b** distNC-localized DARs opened by LIN-39 in *daf-2(e1370)* mutants were assigned to their closest neighboring gene, resulting in a list of genes predicted to be regulated by LIN-39. **a** A barplot showing the enrichment of these LIN-39-regulated genes in genes differentially regulated with age in various tissues, as reported in ref. ^37^. **b** A barplot showing the enrichment of these LIN-39-regulated genes in genes expressed in various *C. elegans* neuron classes, as reported in refs. ^38,39^. **c**, **d** Kaplan–Meier survival estimates with 95% confidence intervals for *daf-2* mutants deficient in GABA signaling (*daf-2(e1370); unc-25(e156*) animals) (**c**) or ACh signaling (*daf-2(e1370)*; *unc-17(e245)* animals) (**d**) grown from the L1 stage on the indicated RNAi bacteria. (*n* = 106 (*daf-2*; control RNAi), 92 (*daf-2*; *lin-39* RNAi), 156 (*daf-2*; *unc-25*; control RNAi), 143 (*daf-2*; *unc-25*; *lin-39* RNAi), 163 (*daf-2*; *unc-17*; control RNAi), 195 (*daf-2*; *unc-17*; *lin-39* RNAi); for results from a second independent biological replicate experiment, see Supplementary Table S20). **e** Kaplan–Meier survival estimates with 95% confidence intervals for *daf-2(e1370); eri-1(mg366)* and *daf-16(mgDf47); daf-2(e1370); eri-1(mg366)* mutants grown from the L1 stage on the indicated RNAi bacteria. (*n* = 133 (*daf-2*; control RNAi), 291 (*daf-2*; *lin-39* RNAi), 171 (*daf-2*; *daf-16*; control RNAi), 193 (*daf-2*; *daf-16*; *lin-39* RNAi); for results from a second independent biological replicate experiment, see Supplementary Table S21). **f**, **g** Kaplan–Meier survival estimates with 95% confidence intervals for *eri-1(mg366) and daf-2(e1370); eri-1(mg366)* mutant male animals grown from the L1 stage on the indicated RNAi bacteria. (*n* = 20 (*eri-1*; control RNAi), 10 (*eri-1*; *daf-16* RNAi), 17 (*eri-1*; *lin-39* RNAi), 66 (*daf-2*; *eri-1*; control RNAi), 55 (*daf-2; eri-1*; *daf-16* RNAi), 69 (*daf-2; eri-1*; *lin-39* RNAi); results are derived from combination of two independent biological replicate experiments with consistent results). **h** Barplots showing functional enrichment analyses of the genes up- or downregulated in VC neurons under reduced IIS. Some terms were adapted or shortened for improved readability (see Supplementary Table S26 for the original terms). Boxes state changes in median lifespan and the associated *p*-values (based on two-sided log-rank tests) for the indicated comparisons. FDR False discovery rate, rep: replicate. Source data are provided as a Source Data file.

### Lifespan regulation by LIN-39 requires cholinergic signaling

*C. elegans* neurons are well-characterized and fall into a variety of classes. Hence, we evaluated whether enhancer-localized DARs opened by LIN-39 in *daf-2* mutants are functionally relevant for a specific neuron class. We compared the genes most proximal to these DARs with 118 neuronal cell type-specific gene expression profiles available from the CeNGEN project, which provides a transcriptional map of the *C. elegans* nervous system^38,39^. This analysis showed that the genes proximal to DARs opened by LIN-39 in *daf-2* mutants overlap most strongly with transcriptomic signatures of cholinergic and GABAergic neurons (GABA: γ-aminobutyric acid; Fig. 4b, Supplementary Table S17). Similar results were obtained when using the genes proximal to LIN-39-bound enhancers in wild-type animals (derived from modENCODE ChIP-seq data^29^) (Supplementary Fig. S5b, Supplementary Table S18). These observations suggest that numerous enhancer-localized DARs opened by LIN-39 regulate genes specific to cholinergic and GABAergic neurons, aligning well with recent reports identifying LIN-39 as a terminal selector for these neuron classes^33,40^.

This led us to investigate whether the activity of these specific neurons is required for the longevity-promoting role of LIN-39. To that end, we tested whether *daf-2* mutant animals with reduced acetylcholine (Ach) or GABA signaling (harboring *unc-17(e245)* or *unc-25(e156)* mutations, respectively) would still exhibit lifespan-shortening in response to *lin-39* RNAi. Loss of GABA signaling did not alter this lifespan-shortening effect: *lin-39* RNAi shortened the lifespan of *daf-2* mutants by 47.7% and that of *daf-2; unc-25* mutants by 48.5% (Fig. 4c, Supplementary Table S20). In contrast, loss of cholinergic signaling partially suppressed the lifespan-shortening effect (by 56%): *lin-39* RNAi shortened the lifespan of *daf-2* mutants by 47.7% and that of *daf-2; unc-17* only by 21% (Fig. 4d, Supplementary Table S20). Collectively, these findings reveal that LIN-39 promotes longevity in animals with reduced IIS through a function in the cholinergic nervous system.

### Lifespan regulation by LIN-39 occurs through VC neurons

Intrigued by LIN-39’s role in the cholinergic nervous system, we next sought to identify the specific subset of cholinergic neurons through which LIN-39 acts in *daf-2* mutants. To begin, we examined whether reduced IIS and/or *lin-39* loss led to any obvious substantial changes in the cholinergic nervous system. We monitored the expression of *unc-17*::GFP, a marker of cholinergic neurons, in both wild-type and *daf-2* mutant animals in the presence or absence of LIN-39. Analyses at late larval stages and day 1 of adulthood did not reveal any such obvious phenotype (Supplementary Fig. S6), implying that LIN-39 may not be required for the presence of cholinergic neurons but rather alter their characteristics. Additionally, we assessed the expression of LIN-39 in both wild-type and *daf-2* mutant animals but found no notable differences in either expression levels or spatial pattern within the nervous system (Supplementary Fig. S7). There seems to occur an upregulation of LIN-39 expression in vulval precursor cells of *daf-2* mutant animals during the L2 and L3 stages, but this result is likely not relevant for this study, given that *lin-39* RNAi in neurons is sufficient to impair the longevity of animals with reduced IIS.

Previous studies have identified several cholinergic neuron classes that express LIN-39, namely the interneurons AIY, SDQ, as well as the motor neurons DA, DB, VA, VB, AS, and VC^41,42^. In all of these neurons, LIN-39 functions as a terminal selector, meaning that its absence during birth or maturation of these neurons would disturb their identity and function. In our effort to pinpoint the specific neuron class that LIN-39 is affecting to confer longevity under reduced IIS, we then considered the fact that different neuron classes are generated and mature at distinct stages of development. Among the aforementioned LIN-39-expressing cholinergic neurons, AIY, SDQ, DA, DB, VA, VB, and AS are all born and mature early, during embryogenesis or the L1 stage. The only exception is the VC neurons, which are born at the L1 stage but continue to send out processes during the L3 and L4 stages before reaching their final mature state and function^41,43^. Furthermore, we found a significant enrichment of genes proximal to DARs opened by LIN-39 in *daf-2* mutants within transcriptomic signatures specific to VC neurons (Supplementary Table S17, ranks 16, 18, 20, 24, 33, and 44 out of 138 entries), suggesting that these neurons undergo important LIN-39-induced chromatin accessibility changes that could alter their transcriptome and ultimately their characteristics. Altogether, these observations point towards VC neurons as the neuron class through which LIN-39 promotes longevity under reduced IIS.

To test this hypothesis, we leveraged the fact that VC neurons are sex-specific, being present only in hermaphrodites while being absent from male *C. elegans*. We thus exposed *eri-1* and *eri-1; daf-2* males to control, *lin-39*, or *daf-16* RNAi and measured their lifespans. Strikingly, while both *lin-39* and *daf-16* RNAi reduced the lifespan of *daf-2* mutant hermaphrodites (Fig. 2d and Supplementary Fig. S4a), only *daf-16* RNAi affected the lifespan of *daf-2* males, while *lin-39* RNAi had no effect (Fig. 4f–g, Supplementary Table S21). This result provides strong support for the hypothesis that LIN-39 regulates longevity specifically through actions in VC neurons.

It is important to note that in most of the LIN-39-expressing cholinergic neuron classes, LIN-39 does not act as the sole terminal selector; instead, additional TFs are required to establish neuronal identity. Thus, to complement our findings and rule out the involvement of other LIN-39-expressing cholinergic neuron classes besides VC, we performed RNAi-mediated knockdown of five of these terminal selectors – cfi-1, egl-5, mab-5, unc-3, and unc-4 – in *eri-1* and *daf-2; eri-1* mutant animals. This allowed us to disturb the identity of DA neurons (through *egl-5*, *mab-5*, *unc-4*, and *cfi-1*), DB neurons (through *cfi-1*), VA neurons (through *egl-5*, *mab-5*, *unc-4*, *unc-3*, and *cfi-1*), VB neurons (through *unc-3* and *cfi-1*), and AS neurons (through *mab-5* and *unc-3*)^41^. Notably, none of these terminal selector knockdowns selectively impaired the longevity of *daf-2* mutant animals (Supplementary Fig. S5c, Supplementary Table S19), suggesting that these other neuron classes are negligible for the LIN-39-dependent phenotype described in this study.

Taken together, our data support a model in which LIN-39 promotes longevity under reduced IIS by ensuring the proper maturation of VC neurons, which in turn appear to mediate the longevity phenotype. To explore this idea further, we analyzed existing single-cell transcriptomic data from the *C. elegans* nervous system that compared wild-type and *daf-2* mutant animals^44^. Focusing specifically on the VC neurons, we identified differentially expressed genes between the two genotypes and conducted functional enrichment analysis. Notably, the most enriched term for both genes upregulated and downregulated in *daf-2* mutant animals was ‘neuropeptide signaling’ (Fig. 4h, Supplementary Table S26), suggesting that the pro-longevity effect of VC neurons in *daf-2* mutants may be mediated through the release of specific neuropeptides.

### Lifespan regulation by LIN-39 depends on the TF DAF-16

As mentioned previously, one of the key players in relaying reduced IIS into longevity-promoting outcomes is the conserved TF DAF-16^4,45^. It confers this lifespan-regulatory role predominantly in two tissues: the nervous system and the intestine^46^. Given that LIN-39 also regulates lifespan through a function in the nervous system, we tested for a genetic interaction between *daf-16* and *lin-39* in *daf-2* mutant animals. Interestingly, we found that a null mutation in *daf-16* fully suppressed the lifespan-shortening effect of *lin-39* RNAi in *daf-2* mutant animals (Fig. 4e, Supplementary Table S21), demonstrating that LIN-39 and DAF-16 act in the same aging-regulatory pathway.

FOX (Forkhead box) TFs have a tendency to act as pioneer TFs, meaning that they possess the ability to open previously closed and thus silent chromatin, e.g., by recruiting chromatin remodelers^24,47,48^. However, while FOXA is a well-established pioneer TF^49^, the pioneering capabilities of FOXO TFs like DAF-16 are less pronounced, sometimes requiring pre-existing chromatin marks or cooperation with other TFs to activate gene expression^11,48,50^. One example of such synergistic TF is HLH-30, which is essential for DAF-16 to confer longevity^11^. Our observations now argue that LIN-39 may be another TF that cooperates with DAF-16 in chromatin opening and gene activation. In fact, HOX TFs are thought to have pioneering activity themselves^51^, further underscoring this possibility.

To test this, we knocked down *daf-16* in *daf-2* mutant animals and performed ATAC-seq, identifying 5,711 DARs that are opened and 2,261 DARs that are closed by DAF-16 (Supplementary Table S22). Remarkably, as many as 65% of DARs opened by LIN-39 also required DAF-16 for their opening, and around 10% of DARs closed by LIN-39 also required DAF-16 for their closing (Supplementary Fig. S8a, Supplementary Table S22). Inspection of these regions revealed that while DAF-16-opened DARs were enriched for both promoters and enhancers (Supplementary Fig. S8b, Supplementary Table S23), those overlapping with LIN-39-opened DARs were only enriched for enhancers (Supplementary Fig. S8c, Supplementary Table S24). Functional enrichment analysis of these co-opened DARs attributed them, amongst others, to development and morphogenesis of the nervous system (Supplementary Fig. S8d, Supplementary Table S25). In conjunction with the previous paragraph, these results suggest a cooperation between DAF-16 and LIN-39 in facilitating the opening of specific enhancer regions, presumably in VC neurons, that drive longevity-promoting events in *daf-2* mutant animals.

## Discussion

It has been well established that aging coincides with substantial changes in the chromatin landscape, and that disturbance of this landscape can alter the rate at which aging progresses. But while this phenomenon was predominantly observed in wild-type animals, it had remained unknown whether changes in chromatin are also a distinguishing feature of animals with unusual aging rates, living exceptionally short or long. Our study addressed this question by focusing on one of the strongest longevity scenarios in metazoans – reduced IIS. First, we could show that reduction of IIS induces a plethora of chromatin accessibility changes, many of which take place in enhancers (Fig. 1b, d). Notably, enhancer regions opening and becoming transcriptionally active under reduced IIS strongly overlapped with enhancer regions closing and becoming transcriptionally repressed during aging in wild-type animals (Fig. 1e). These enhancers were enriched for the DNA-binding binding motif of the HOX TF LIN-39, which turned out to be required for reduced IIS to promote longevity (Fig. 2a, d). Taken together, our findings suggested that accessibility changes in specific enhancer regions may be important to counteract aging and associated phenotypes. This hypothesis resonates with a recent study describing a possible link between epigenetic dysregulation of enhancers in humans and the age-related morbidity of Alzheimer’s disease^52^.

Although the precise origin of the enhancer changes remains uncertain, our data supports a model in which, at least in certain neurons, these changes are driven by a cooperation between LIN-39 and DAF-16. Arguments for this model are the following: First, it is known that DAF-16 is required for the aging-preventive benefits of reduced IIS, but its activation alone is not sufficient to confer these benefits^53^. Similarly, we found that overexpression of LIN-39 in wild-type animals, where DAF-16 is mostly inactive, was sufficient to extend lifespan, but only modestly and not nearly to the extent observed under reduced IIS conditions (Fig. 2e). Both observations argue that LIN-39 and DAF-16 require additional support to exert their aging-preventive benefits – support which they may provide to each other. Second, FOXO and HOX TFs have both been described to possess pioneering activity – that is, an ability to bind and open closed and transcriptionally silent chromatin and elicit gene activation, often via recruitment of chromatin remodelers^24,51^. However, they were found to sometimes be insufficient in this role, e.g., requiring preexisting chromatin marks or other TFs^11,48,50^. Third, our ATAC-seq results revealed that LIN-39 and DAF-16 regulate overlapping sets of DARs in enhancer regions (Supplementary Fig. S8a, c). Fourth, even though DAF-16 acts also in other tissues, both DAF-16 and LIN-39 must be present in the nervous system for animals with reduced IIS to become long-lived. Finally, *daf-16* is epistatic to *lin-39* in lifespan assays (Fig. 4e), further supporting functional interaction between the two. All this evidence is consistent with the following model: 1) reduced IIS activates DAF-16 throughout the organism, including within the nervous system; 2) DAF-16 then, besides other actions, attempts to open and activate multiple enhancer regions, but requires the assistance of LIN-39 to do so effectively – at least in certain neurons including the VC motor neurons; 3) through their cooperative action, these TFs open specific enhancers and drive gene expression programs that confer VC neurons with longevity-promoting properties under reduced IIS (Supplementary Fig. S9). Critically, these events must occur during the maturation of VC neurons, around the L3 stage, and have no impact if they occur earlier or later in life. This positions LIN-39 as a developmental determinant of adult lifespan, only a few of which have been reported before^54–56^.

It needs to be clarified that despite the proposed cooperation between LIN-39 and DAF-16 in regulating enhancers in the nervous system and despite the lifespan-extending function of LIN-39 under reduced IIS being confined to the maturation of VC neurons, the lifespan-regulatory roles of IIS and DAF-16 are broader: DAF-16 and other IIS components regulate lifespan also in other tissues, most importantly in the intestine^46,57^. Further, as could be seen also in Supplementary Fig. S4a, DAF-16 is required for the longevity of *daf-2* mutant animals throughout life, and not just around the L3 stage. Finally, DAF-2 and DAF-16 influence lifespan also in males – which lack the VC neurons (Fig. 4g). This shows that reduced IIS imposes its benefits not only by controlling the characteristics of VC neurons but that its spatial distribution is more complex and that it involves yet additional mechanisms.

Coming back to LIN-39, we are left with two questions: First, how do mature VC neurons contribute to slowed aging and extended lifespan in animals with reduced IIS? Here we know that VC neurons are cholinergic motor neurons, and our gene expression analysis comparing VC neurons from wild-type and *daf-2* mutant animals revealed marked differences in neuropeptide profiles (Fig. 4h). This finding suggests that the longevity-promoting effect of VC neurons may stem from the secretion of a distinct set of neuropeptides under reduced IIS. These neuropeptides could function as endocrine signals, modulating aging-related pathways, such as stress response pathways, in distal tissues. Alternatively, they may act as neuromodulators, influencing behaviors or motor functions that contribute to enhanced survival. For example, the neuropeptide NLP-12 has been shown to influence behavioral adaptation to food availability^58^. The second question is why this mechanism exists and specifically involves VC neurons but no other neuron class. Given the observed *lin-39*-dependent lifespan phenotypes, we see its purpose in adapting the organism’s physiology to scenarios of decreased nutrient availability; and since VC neurons predominantly control egg laying-associated motor functions in the hermaphrodite^59^, they might be in the unique position to intersect nutrient-dependent signaling with signaling to or from the reproductive system. However, future studies will be required to provide final answers to these questions.

In summary, our study highlights an unprecedented interplay between a HOX TF, a FOXO TF, and a reproduction-associated class of cholinergic motor neurons, which is required for aging prevention and longevity under reduced IIS. Given that most of these components are conserved across metazoans, our findings may also have relevance for humans and thus inspire future investigation into how nutrient-dependent signaling pathways regulate aging in ourselves.

## Methods

### *C. elegans* strains and their maintenance

*C. elegans* were grown on the *Escherichia coli* strain OP-50 using standard methods^60^. For a full list of strains used in this study please see Supplementary Table S27. Experiments were conducted using hermaphrodites, unless stated otherwise.

### RNAi by feeding

RNAi was conducted by growing *C. elegans* on the *E. coli* strain HT115 containing dsRNA-expressing plasmids that target a specific gene of interest, as described in ref. ^61^. RNAi clones targeting *atf-2*, *atf-5*, *cnd-1*, *zip-8*, *elt-1*, *ces-1*, *ces-2*, *mab-5*, and *daf-16* were obtained from ref. ^61^, while clones targeting *atf-7*, *zip-7*, *nhr-2*, *lin-39*, *lin-32*, and *dcr-1* were taken from ref. ^62^. For *lin-39*, *lin-32*, *unc-3*, *unc-4*, *elg-5*, and *cfi-1* we used two RNAi clones, taking one from ref. ^61^ and one from ref. ^62^. The *lin-39* RNAi clone used in most figures was the one taken from ref. ^62^. HT115 with the empty plasmid L4440 was used as the control. RNAi feeding was initiated at the L1 stage, unless noted otherwise. Stage-specific RNAi of *lin-39* was conducted as described in ref. ^54^. Details can be found in the paragraph “Lifespan assays”. In several of the experiments we used *eri-1(mg366)* mutant animals to enhance efficacy of RNAi. Use of this background is always stated in the respective figure panels, figure legends, and/or text.

### Lifespan assays

6-well plates were pre-seeded with 100 µl of 10× concentrated bacteria. *C. elegans* were synchronized at the L1 stage by bleaching and hedging in M9, then ~40 animals were seeded into each well. Four wells were prepared for each condition. Initially, the animals were grown at 15 °C until they reached the late L4 stage. This assured that any animals carrying the *daf-2(e1370)* allele would progress well through development, without a tendency to enter the dauer state. Next, plates were shifted to 20 °C and 5-fluoro-2′-deoxyuridine (FUDR) was added to a final concentration of 50 µM to prevent progeny production. Animals were censored and death incidents were scored every 2–3 days by using a platinum wire, as described also in ref. ^63^.

For lifespan experiments using stage-specific RNAi during development or adulthood, we proceeded as follows: For each condition, ~2000 synchronized L1 animals were seeded onto a total of four 9 cm plates, each of which was pre-seeded with 1 ml of 10× concentrated RNAi bacteria. For RNAi throughout life or for RNAi only during development, animals were grown on the RNAi bacteria of interest at 15 °C, while animals predetermined for RNAi only during adulthood were grown on HT115 bacteria at 15 °C. At the L4 stage, animals were collected and washed with M9 until the supernatant (SN) was clear of bacteria. SN was removed, worms were resuspended in 10 ml of Worm-Wash, containing 5 µg/ml Tetracycline, 50 µg/ml Carbenicillin, and 200 µg/ml Streptomycin, and then rotated for 20 min at room temperature (RT). Animals were pelleted, the Worm-Wash replaced, and the animals rotated for another 20 min at RT. Finally, this washing step was repeated for a third time, but now in 10 ml of M9 containing just 50 µg/ml of carbenicillin. SN was partially removed, and for each condition four wells of a 6-well plate were seeded with 40 worms. For RNAi throughout life or for RNAi only during adulthood, these wells were pre-seeded with 100 µl of the respective 10x concentrated RNAi bacteria. For RNAi only during development, the wells were pre-seeded with 100 µl of 10x concentrated *dcr-1* RNAi bacteria. All these wells also contained 50 µM FUDR. From here on forward, animals were grown at 20 °C for the remainder of the assay. For lifespan experiments using other windows of stage-specific RNAi, i.e. those shown in Fig. 3c, the same protocol was used, but the shifting timepoints to and from the respective bacteria were adjusted accordingly. Timepoints for the addition of FUDR or the shift from 15 °C to 20 °C remained unchanged. During the lifespan assays, researchers were blinded to group allocation.

### Microscopy

*C. elegans* were immobilized using 2,3-butanedione monoxime (BDM), mounted on 2% agarose pads, and imaged with a Zeiss Axio Observer Z1 microscope. Images were captured using either 20× or 40× objectives. At least 10 worms were examined for each condition and representative images were selected for presentation in the respective figures. Some images were rotated or irrelevant image content outside the displayed animal cropped away to improve viewability.

### RNA isolation and mRNA sequencing

6-well plates were pre-seeded with 100 µl of the required 10x concentrated bacteria. *C. elegans* were synchronized at the L1 stage by bleaching and hedging in M9, then ~100 animals were seeded into each well. Four wells were prepared for each condition. Initially, the animals were grown at 15 °C until they reached the late L4 stage. This assured that any animals carrying the *daf-2(e1370)* allele would progress well through development, without a tendency to enter the dauer state. The only difference was made for *glp-4(bn2)* animals. These were grown at 25 °C until the late L4 stage, to prevent germ cell production. For all conditions, animals were then shifted to 20 °C and FUDR was added to a final concentration of 50 µM.

For each condition and timepoint, a minimum of 80 worms were collected in triplicate. Worms were washed twice with M9, resuspended in 100 µl Tri Reagent (Zymo Research, Cat. No.: R2050-1-200), and then immediately frozen in liquid nitrogen. RNA was extracted with the Direct-zol^TM^ RNA MiniPrep kit (Zymo Research, Cat. No.: R2052) according to the manufacturer’s instructions, and RNA amount and quality were determined using a NanoDrop. mRNA-seq libraries were then constructed, using the TruSeq RNA Library Preparation Kit v2 (Illumina, Cat. No.: RS-122-2001/RS-122-2002) according to the manufacturer’s instructions. Libraries were eventually submitted for 50 bp single-end sequencing on an Illumina NextSeq 550.

### ATAC sequencing

*C. elegans* were synchronized at the L1 stage by bleaching and hedging in M9 and ~20,000 animals were seeded onto a total of five 15 cm plates pre-seeded with 2 ml of 50× concentrated RNAi bacteria. Plates were incubated at 15 °C until the animals reached the late L4 stage. FUDR was added to a final concentration of 50 µM to prevent progeny production, and plates were shifted to 25 °C for 12 h to maximally inactivate included *daf-2(e1370)* alleles. ATAC-seq was conducted as described in ref. ^27^ using duplicates for every condition. In brief, day 1 adults were washed off the plates with M9, washed in PBS, and frozen in liquid nitrogen. Nuclei were released by mechanical homogenization^64^, counted by measuring optical density, and then processed as described in ref. ^65^. 10 ng of genomic DNA were used as the input control. Resulting libraries were analyzed by 50 bp pair-end sequencing on an Illumina Next-seq 550.

### Analysis of raw mRNA-seq and ATAC-seq data with Cactus

The analysis of raw ATAC-seq and mRNA-seq data was conducted using Cactus v0.8.4^25^, using default parameters and the following custom parameters: species = ‘worm’, chromatin_state = ‘iHMM.M1K16.worm_L3’, use_input_control = true, diffbind__summits = ‘TRUE’, diffbind__design = ‘FALSE’, diffbind__edger_tagwise = ‘FALSE’, diffbind__min_count = 1, diffbind__background = ‘FALSE’, diffbind__library_size = ‘DBA_LIBSIZE_FULL’, diffbind__scale_control = ‘FALSE’, diffbind__score = ‘DBA_SCORE_TMM_READS_FULL_CPM’, split__peak_assignment = [‘all’, ‘prom’, ‘distNC’, ‘3pUPR’] and pwms_motifs = hughesCePWMSForHomerLO9.motif’. The latter custom motif file contained experimentally defined *C. elegans* TF binding motifs and was created by the Brunet lab and used in ref. ^27^. Two replicates of a genomic DNA control, taken from the strain GR1373, were used in all analyses to remove peaks located in hotspot regions.

### Analysis with R

Downstream analyses were conducted using R (v4.3.0), and the following R packages: ggplot2 (version 3.4.2)^66^, data.table (version 1.14.8)^67^, ggpubr (version 0.6.0)^68^, openxlsx (version 4.2.5)^69^, purrr (version 1.0.1)^70^, magrittr (version 2.0.3)^71^, and GenomicFeatures (version 1.52.0)^72^.

### Preparation of heatmaps

Heatmaps were prepared by using Cactus output files and customizing the Cactus heatmap script to simplify the GO-BPs and chromatin state heatmaps. Heatmap parameters used were: “common__filter_params = c(10, 0, 0, F, 2, ‘ward.D’, T)” and “common__heatmaps_params = c(0.05, F, ‘none’, F, 22, ‘UUDD’, 3.5)”.”common__padj_breaks” was set to “c(0.05, 1e−5, 1e−10, 1e−20, 1e−50)” for Fig. 1 and Supplementary Figs. S1 and S8 and to “c(0.05, 1e−5, 1e−15, 1e−50, 1e−100)” for Supplementary Fig. S3. GO-BP terms were simplified using the *GO_similarity* function from the *simplifyEnrichment* R package (version 1.10.0)^73^ and using the *hdbscan* method^74^. Chromatin states^26^ from the same genomic regions (i.e., “10. PC repressed 1” and “11. PC repressed 2”) were aggregated by taking the sum of the *ov_da* (overlap of Differential Analysis Subsets (DASs^25^) with the chromatin state), *ov_nda* (overlap of background with the chromatin state) and *tot_tgt* (total number of entries in the chromatin state) variables obtained from the Cactus analysis.

### Analysis of the lifespan data

Kaplan-Meier survival estimates were generated using the survfit function from the survival R package^75^. For each condition, 100 bootstrap samples were drawn and a Kaplan–Meier model was fitted. Median survival was interpolated between the two time points nearest to 50% survival. The resulting distribution of bootstrapped medians was used to calculate the median survival and standard error. *P*-values for pairwise comparisons were obtained using two-sided log-rank tests implemented via the survdiff function from the survival R package^75^.

### Processing of ENCODE ChIP-seq data

The LIN-39 CHIP-seq data of L3 stage worms was obtained from the “worm/CHIP” Cactus data folder (Encode experiment ID: ENCSR586WBE). It was annotated in a way similar to what was done in Cactus for DARs, namely by using the *ChIPseeker* function *annotatePeak*^76^, with the arguments: tssRegion = c(−1500, 500), level = ‘gene’, overlap = ‘all’, ignoreOverlap = FALSE, TxDb = txdb. The txdb object was imported from the *txdb.sqlite* file from the Cactus data folder. Distal noncoding peaks were then defined in the same way as in Cactus, where ChIP-seq peak annotations had to be either ‘Distal Intergenic’ or ‘Intron’ and none of the following: ‘Promoter’, ‘5 prime UTR’, ‘3 prime UTR’, or ‘Exon’.

### Processing the neuronal atlas, the tissue-age DEGs, and the *daf-2* mutant single-cell transcriptomic datasets

The scRNA-seq neuronal atlas file, *CeNGEN__Average_integrated_TMM_counts_ lengthNormalized_111521.tsv*, with normalized and integrated gene counts was obtained from refs. ^39,77^. Each neuron was assigned to one or multiple neurotransmitters according to WORMATLAS annotations^43^. For each cell type, highly expressed genes were selected as genes with more than 100 counts. Genes differentially expressed with age in various tissues were obtained from ref. ^37^. Genes up and downregulated with age were selected as genes with a p-value below 0.05 and a fold change higher or lower than 1, respectively. Finally, the gene sets from the neuronal atlas and the age-regulated genes by tissue were overlapped with the genes closest to the ATAC-seq-derived DARs or the CHIP-seq peaks in distal non-coding regions. Significance of the overlap was determined by two-sided Fischer’s exact tests, using the list of all genes evaluated by Cactus as a background. Correction for multiple testing was done by using the p.adjust base R function with the Benjamini and Hochberg’s False Discovery Rate method. We obtained a Seurat object containing the single-cell transcriptomic data of *daf-2* mutants with annotated cell types from the lab of Coleen Murphy. Differential gene expression analysis between *daf-2* mutants and wild-type animals for the VC neurons was performed using the Wilcoxon rank-sum test via Seurat’s FindMarkers function^78^. Genes with adjusted *p*-value < 0.05 were retained for downstream analysis. Gene Ontology enrichment for biological processes was performed using the enrichGO function from the clusterProfiler package^79^, with *C. elegans* annotations from org.Ce.eg.db^80^.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Source data

Source data

## Data Availability

The ATAC-seq and mRNA-seq data generated in this study have been deposited in NCBI’s Gene Expression Omnibus under accession numbers GSE271970 and GSE271972. Any *C. elegans* strains used in this study will be available from the Caenorhabditis Genetics Center (CGC) or, if not available from the CGC, from the authors. Source data are provided with this paper.

# Supplementary material for: LIN-39 is a neuron-specific developmental determinant of longevity in Caenorhabditis elegans with reduced insulin signaling
**Source:** Nat Commun. 2025 Jul 16;16:6566. doi: 10.1038/s41467-025-61786-y
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

Supplementary figures

# Figure S1

a

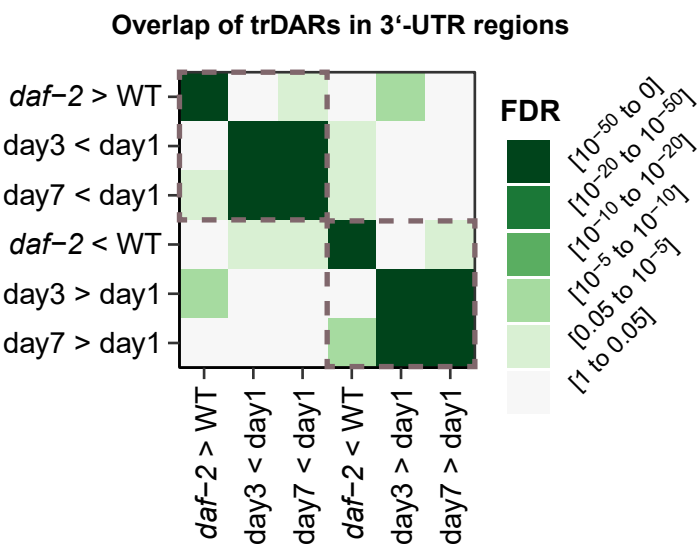

b

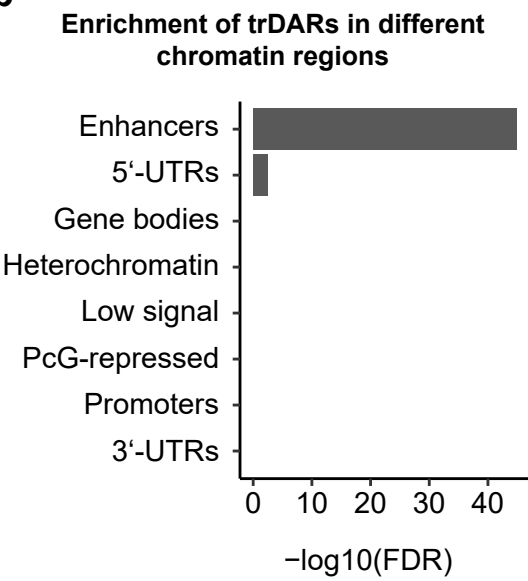

## Figure S1

Further characterization of trDARs that arise during aging in wild-type and that arise under reduced insulin/IGF-like signaling (IIS). (a) Heatmap showing the overlap of 3'-UTR-localized trDARs between the indicated conditions. Note: " $x > y$ " refers to regions that are open in x and closed in y, while " $x < y$ " refers to regions that are closed in x and open in y. (b) Barplot showing the enrichment of distNC-localized trDARs that open under reduced IIS in different chromatin regions, adapted from<sup>1</sup>. Abbreviations: trDARs, transcriptionally relevant differentially accessible regions | day1, day3, and day7 correspond to the age of the adult *glp-4* mutants | WT, *eri-1(mg366)* | *daf-2*, *daf-2(e1370)*; *eri-1(mg366)* | PcG, Polycomb Group | UTR, untranslated regions | FDR, False Discovery Rate. Source data are provided as a Source Data file.

Figure S2

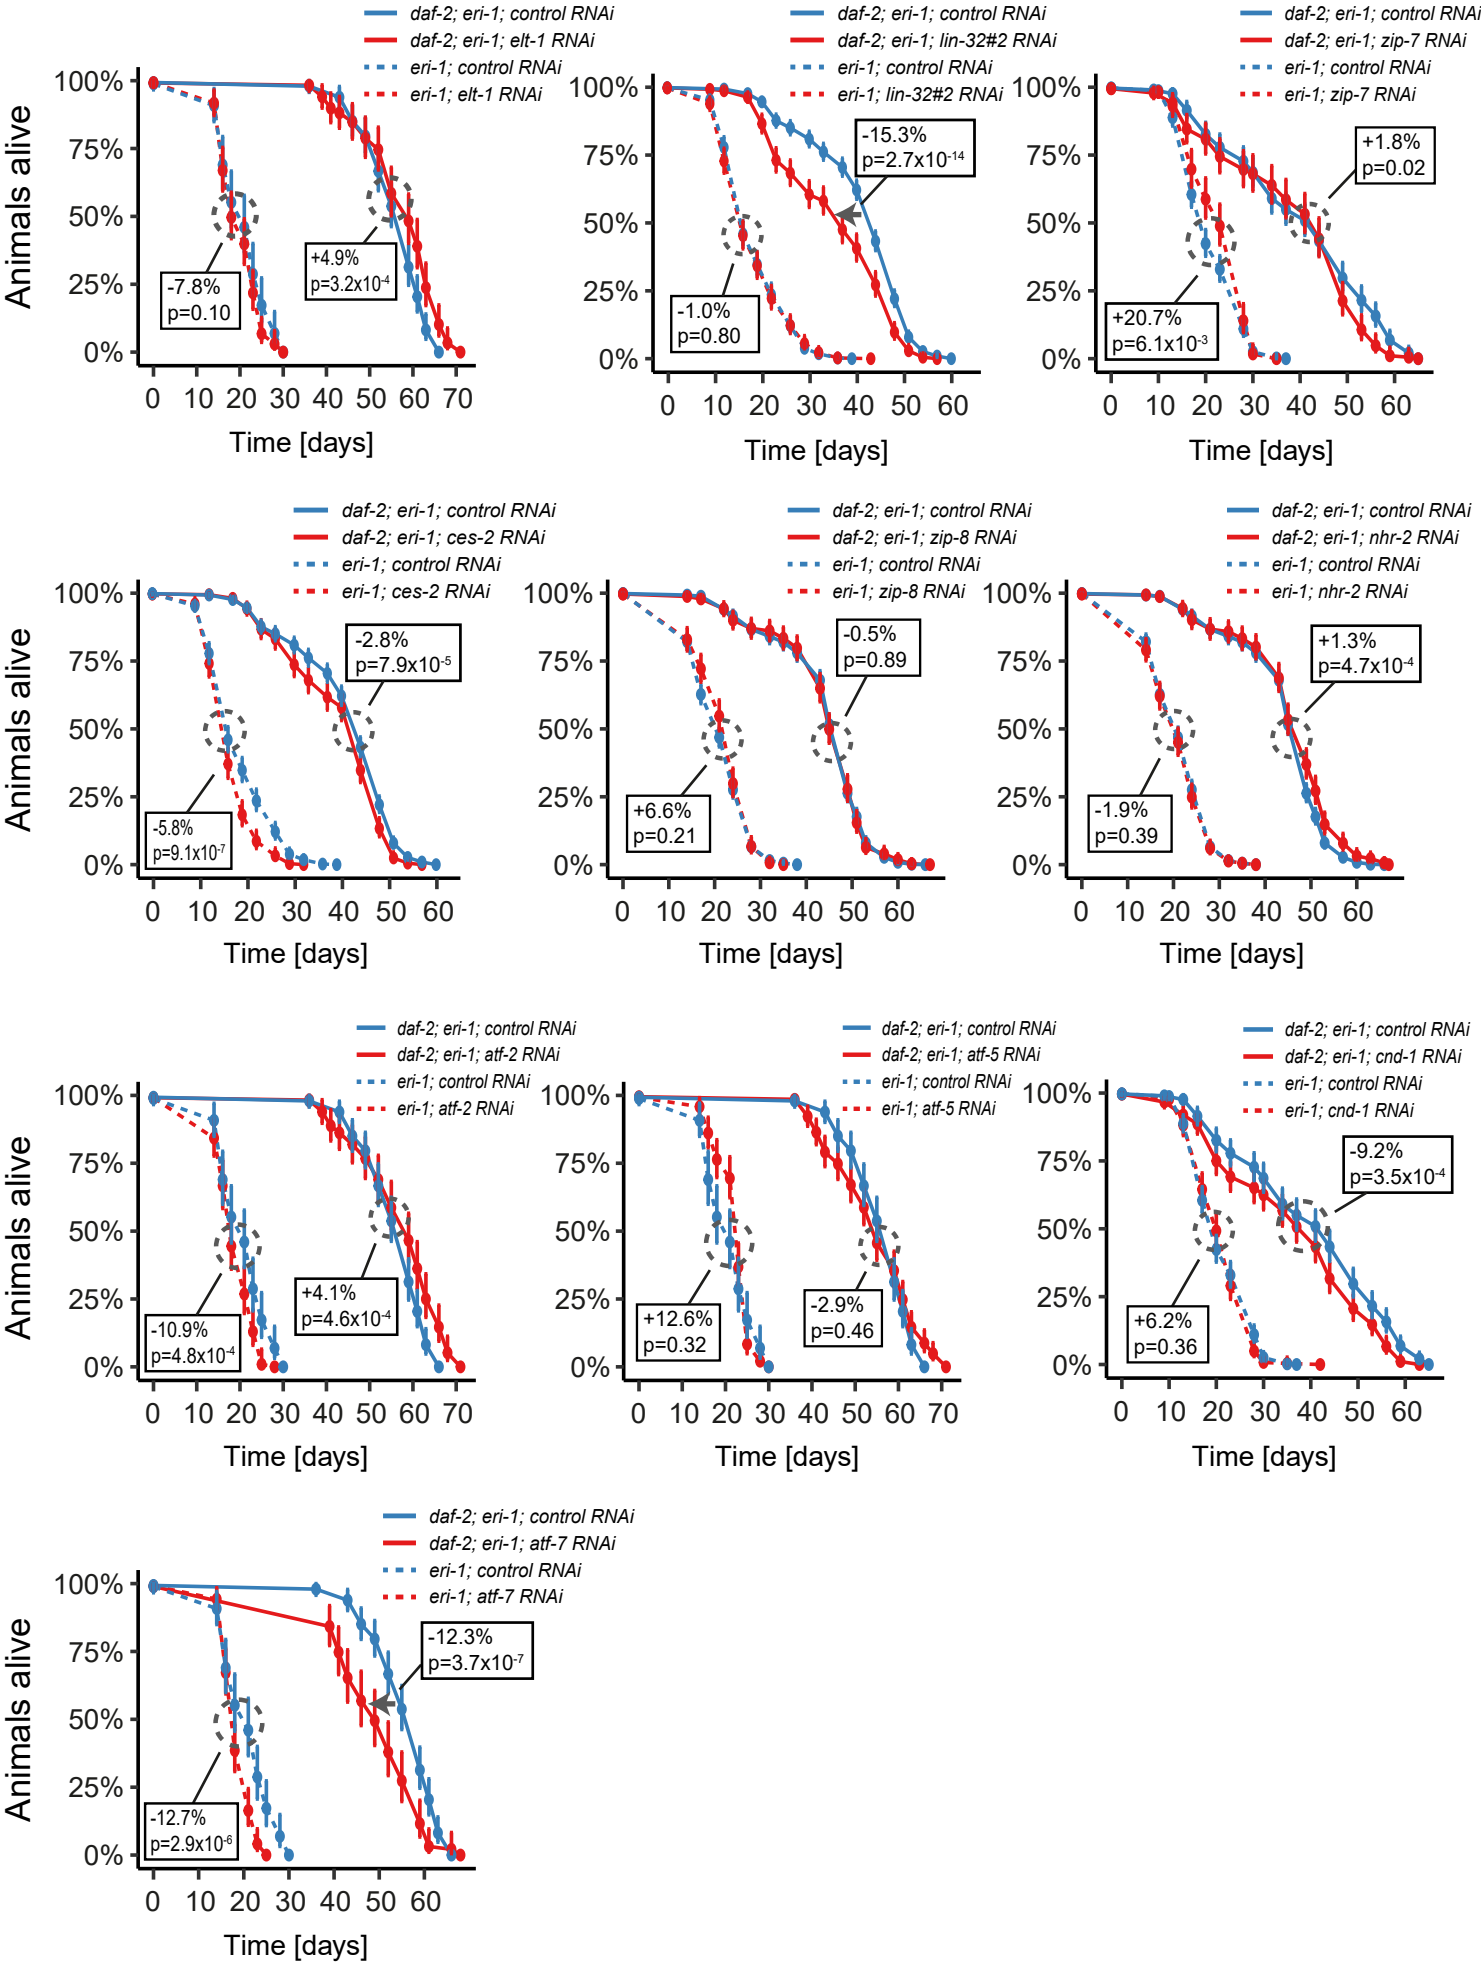

## Figure S2

Lifespan phenotypes arising from knockdown of additional candidate transcription factors (TFs). Kaplan-Meier survival estimates with 95% confidence intervals for *eri-1(mg366)* and *daf-2(e1370); eri-1(mg366)* mutant *C. elegans* grown from the L1 stage on the indicated RNAi bacteria are shown. “#2” denotes the specific RNAi clone targeting this gene (see also Table S10). (for n, see table S10.) Boxes state changes in median lifespan and the corresponding p-values (based on two-sided log-rank tests) for the indicated comparisons. Source data are provided as a Source Data file.

Figure S3

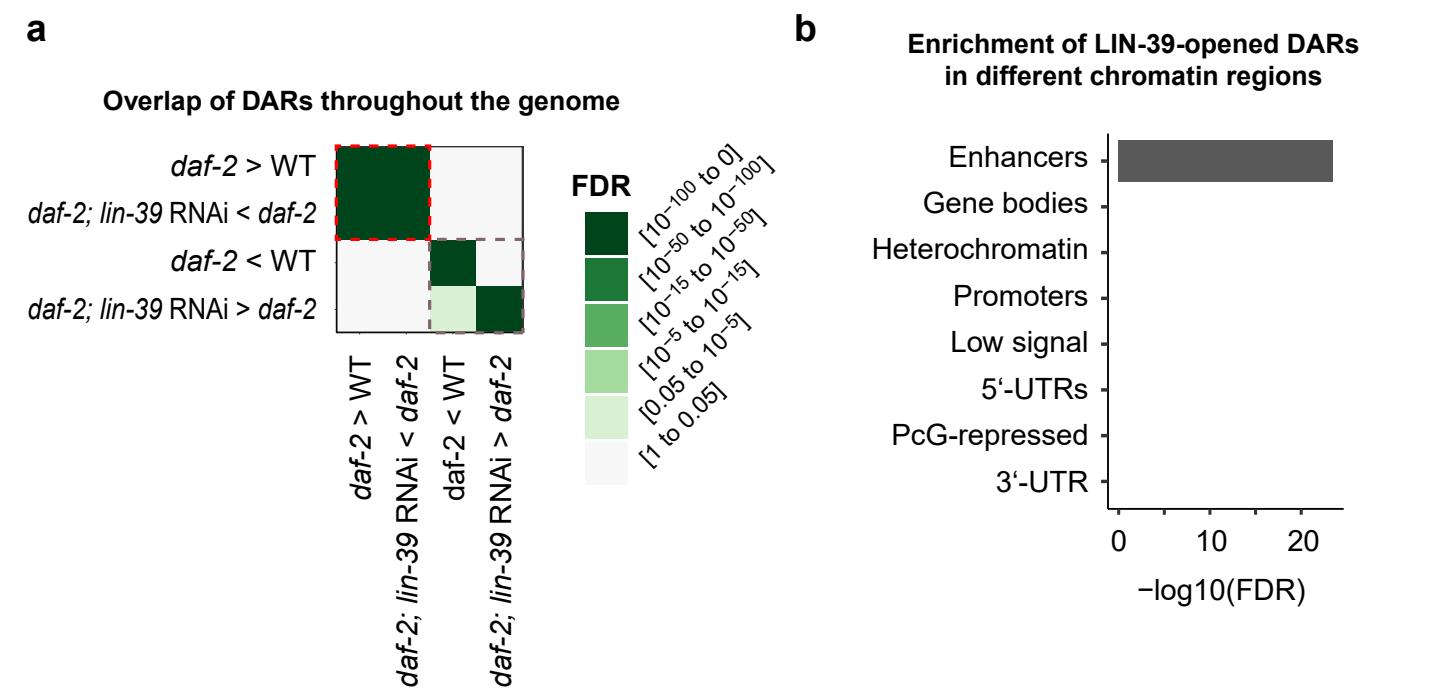

### Figure S3

LIN-39 is required for the opening of a substantial portion of DARs under reduced IIS. (a) Heatmap showing the overlap of DARs throughout the genome between the indicated conditions. Note: “ $x > y$ ” refers to regions that are open in  $x$  and closed in  $y$ , while “ $x < y$ ” refers to regions that are closed in  $x$  and open in  $y$ . (b) Barplot showing the enrichment of DARs opened by LIN-39 under reduced IIS in different chromatin regions, adapted from<sup>1</sup>. Abbreviations: WT, *eri-1(mg366)* | *daf-2*, *daf-2(e1370)*; *eri-1(mg366)* | PcG, Polycomb Group | FDR, False Discovery Rate. Source data are provided as a Source Data file.

# Figure S4

## a Stage-specific RNAi of *daf-16* in neurons

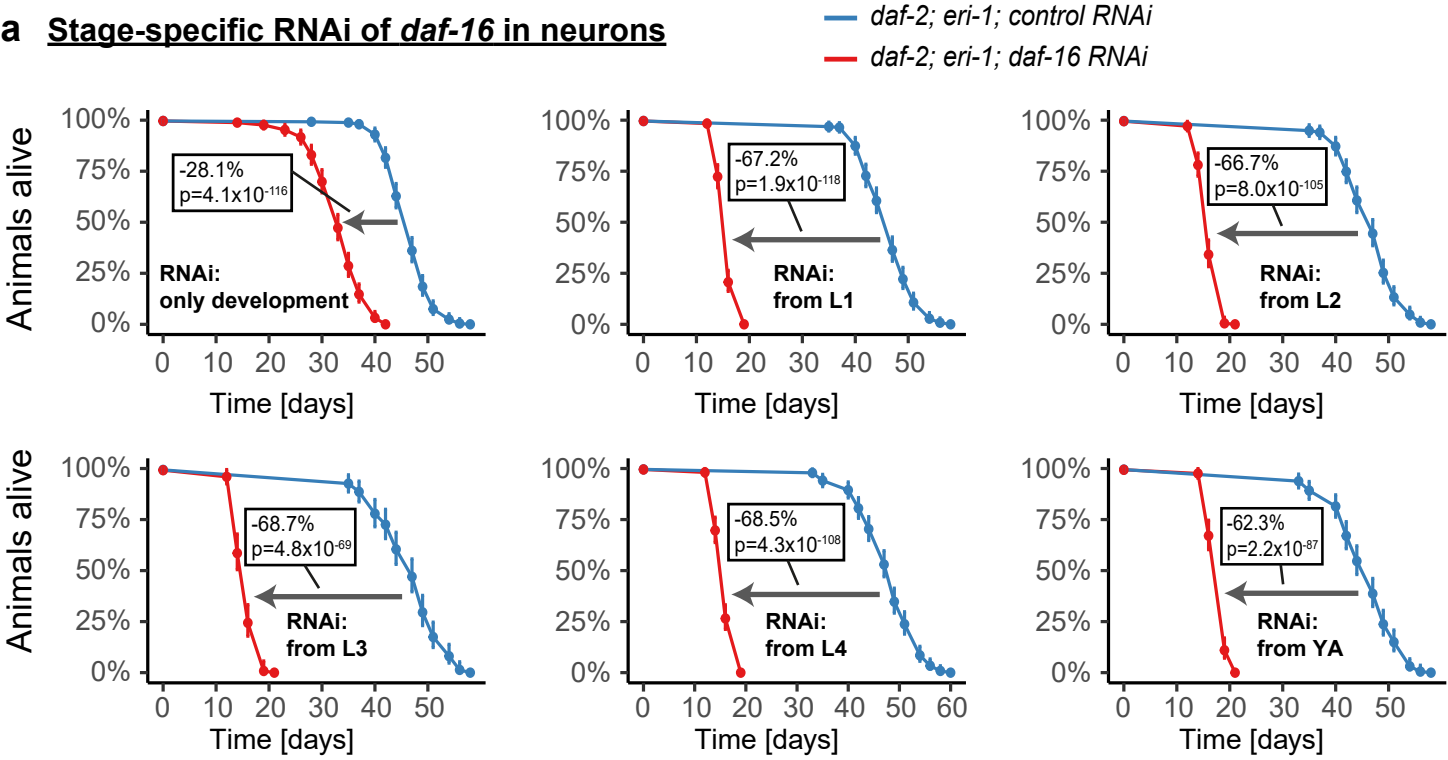

## b Stage-specific RNAi of *lin-39* in neurons

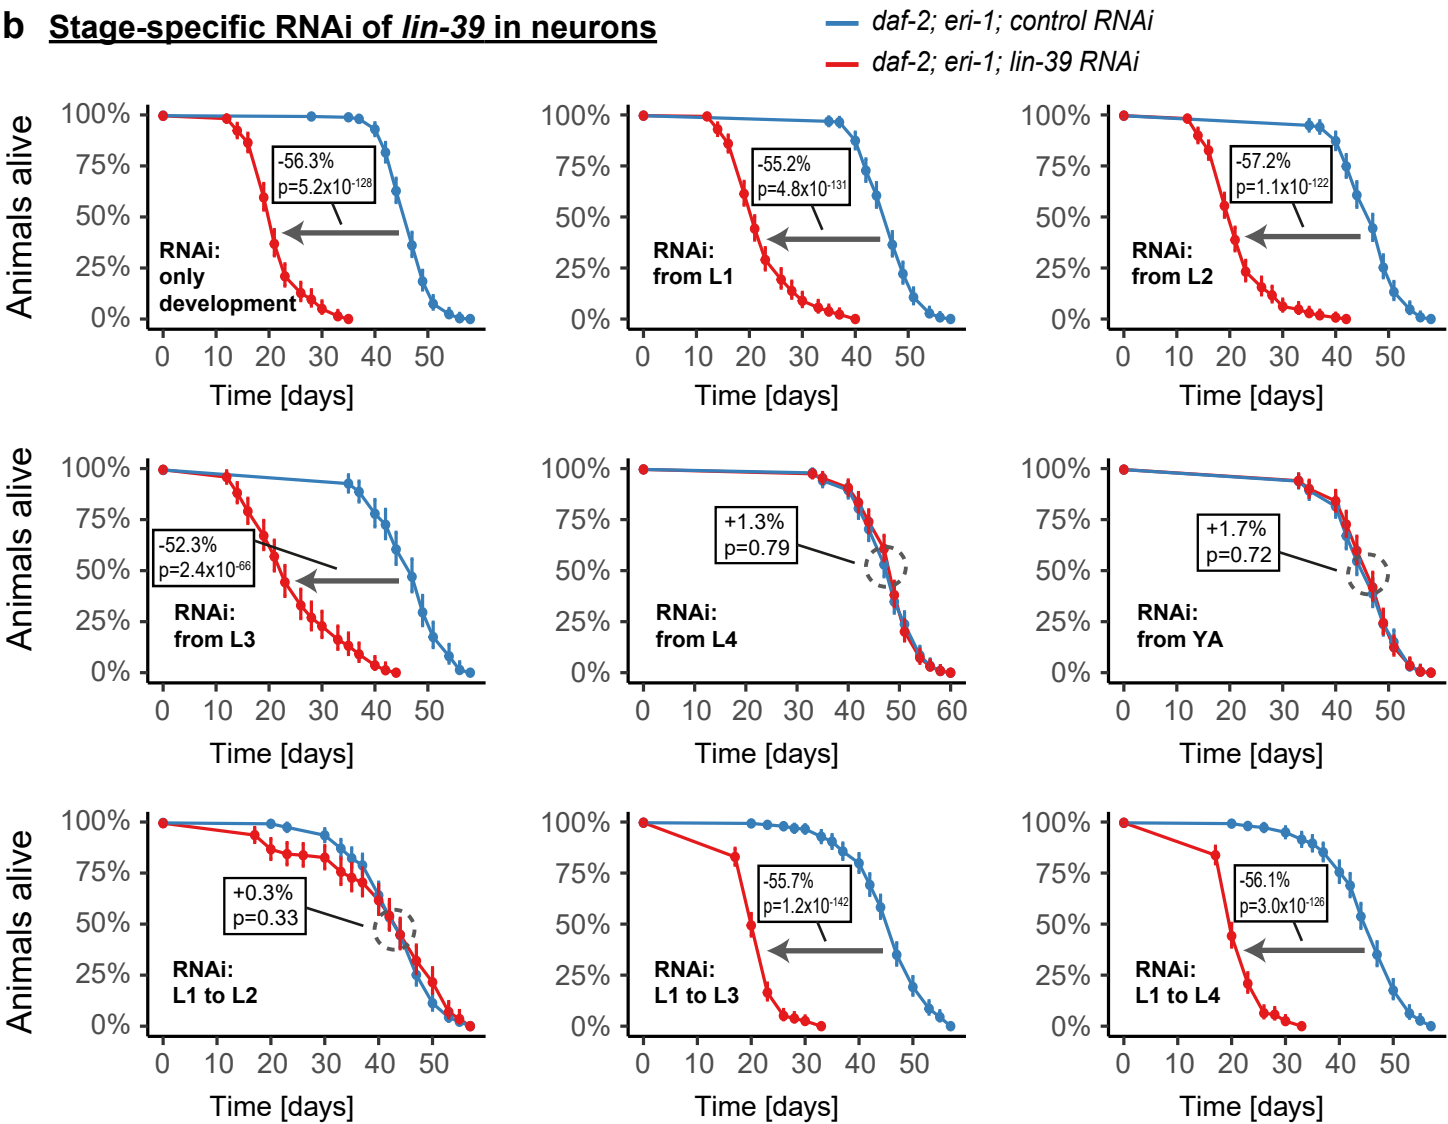

## Figure S4

Neuronal LIN-39 acts specifically around the L3 stage, while neuronal DAF-16 acts throughout life to promote longevity under reduced IIS. Kaplan-Meier survival estimates with 95% confidence intervals for *daf-2(e1370); sid-1(pk3321)* mutant *C. elegans* with *sid-1* reconstituted only in the nervous system, resulting in neuron-specific RNAi. Animals were grown on either *daf-16* (a) or *lin-39* (b) RNAi bacteria during the indicated periods – either from an indicated stage onwards or up to an indicated stage. (for n, see table S12.) Boxes state changes in median lifespan and the corresponding p-values (based on two-sided log-rank tests) for the indicated comparisons. Source data are provided as a Source Data file.

# Figure S5

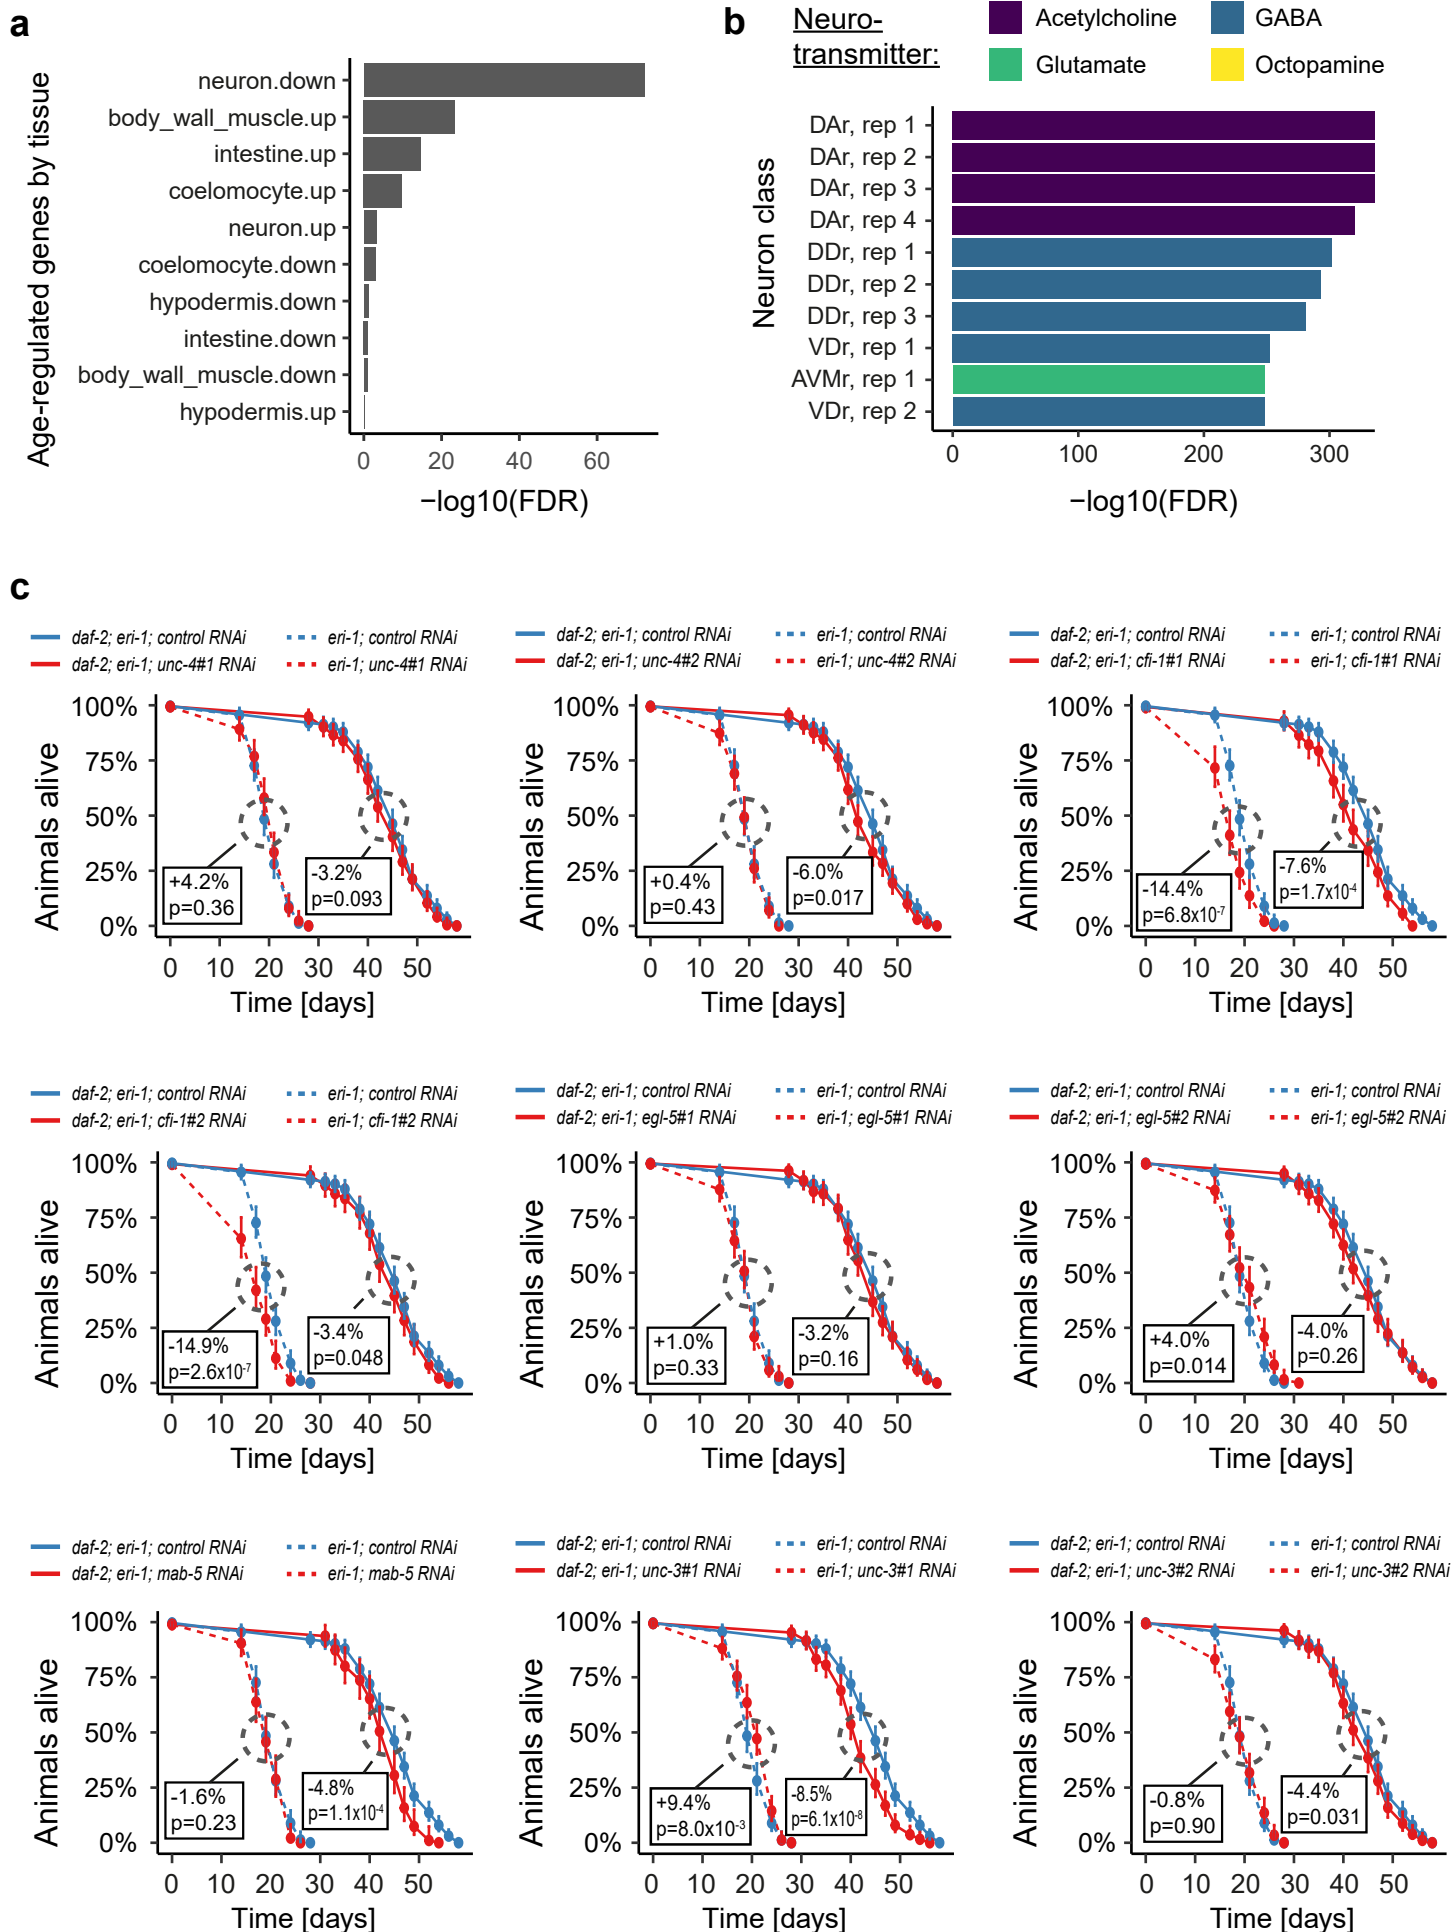

## Figure S5

LIN-39 promotes longevity by modulating expression of genes in cholinergic neurons that are normally down-regulated with age, and the effect of *lin-39* RNAi is not mimicked by knockdown of any other terminal selector of LIN-39 expressing cholinergic neuron classes. (a, b) distNC-localized regions bound by LIN-39 according to<sup>2</sup> were assigned to their closest neighboring gene, resulting in a list of genes predicted to be regulated by LIN-39. (a) A barplot showing the enrichment of these LIN-39-regulated genes in genes differentially regulated with age in various tissues, as reported in<sup>3</sup>. (b) A barplot showing the enrichment of these LIN-39-regulated genes in genes expressed in various *C. elegans* neuron classes, as reported in<sup>4,5</sup>. (c) Kaplan-Meier survival estimates with 95% confidence intervals for *eri-1(mg366)* and *daf-2(e1370)*; *eri-1(mg366)* mutant *C. elegans* grown from the L1 stage on the indicated RNAi bacteria are shown. “#1” and “#2” denote distinct RNAi clones targeting the same respective gene. (for n, see table S19.) Boxes state changes in median lifespan and the corresponding p-values (based on two-sided log-rank tests) for the indicated comparisons. Source data are provided as a Source Data file.

# Figure S6

a

*unc-17::GFP*

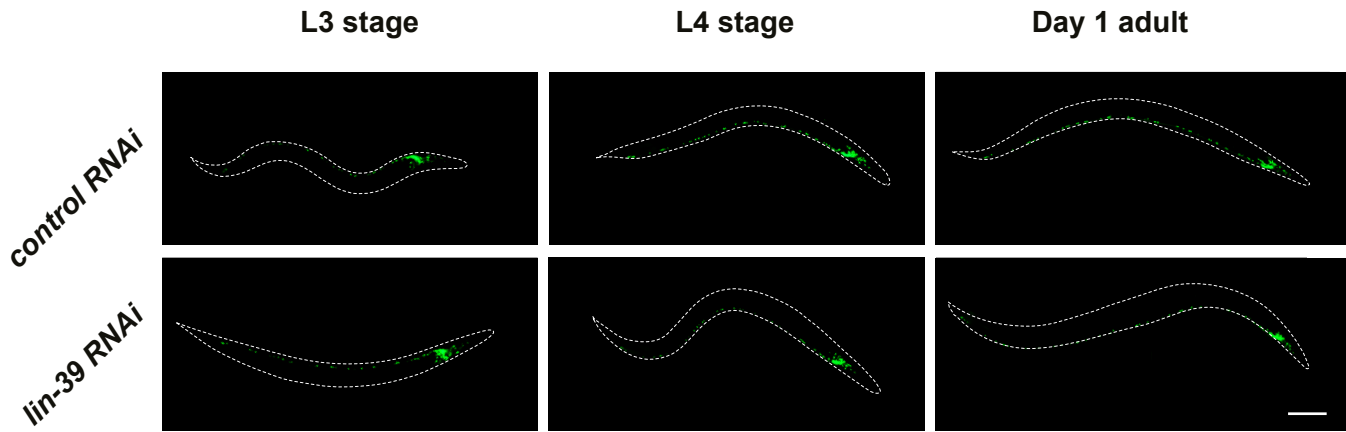

b

*daf-2; unc-17::GFP*

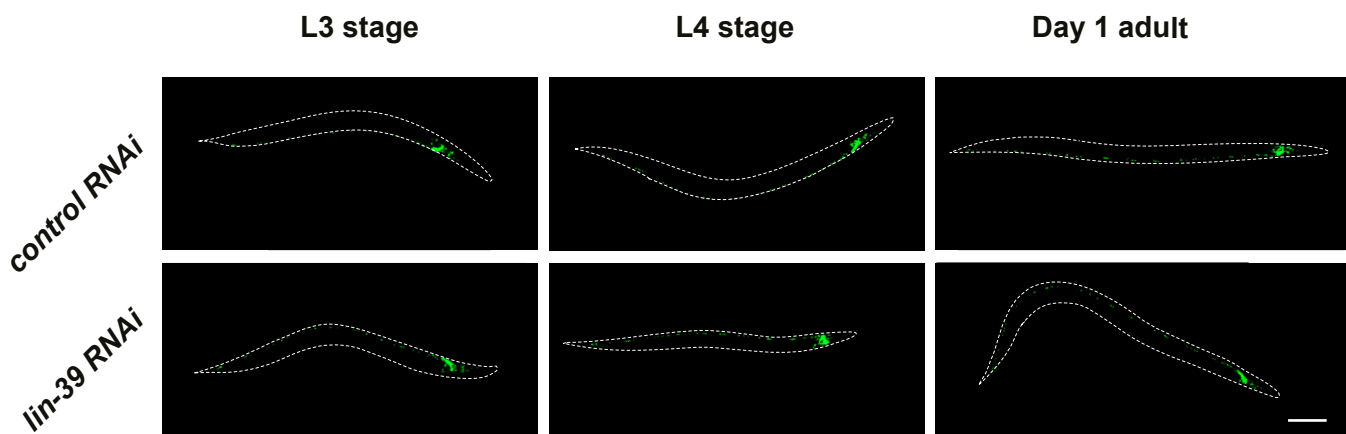

## Figure S6

Reduced IIS and/or *lin-39* RNAi do not result in substantial changes in the cholinergic nervous system. (a, b) *Punc-17::unc-17::GFP* (a) and *daf-2; Punc-17::unc-17::GFP* (b) transgenic *C. elegans* were grown from the L1 stage on the indicated RNAi bacteria and the GFP signal imaged at the indicated stages. White dashed lines indicate the outlines of the animals. (Scale bar: 100  $\mu$ m)

Figure S7

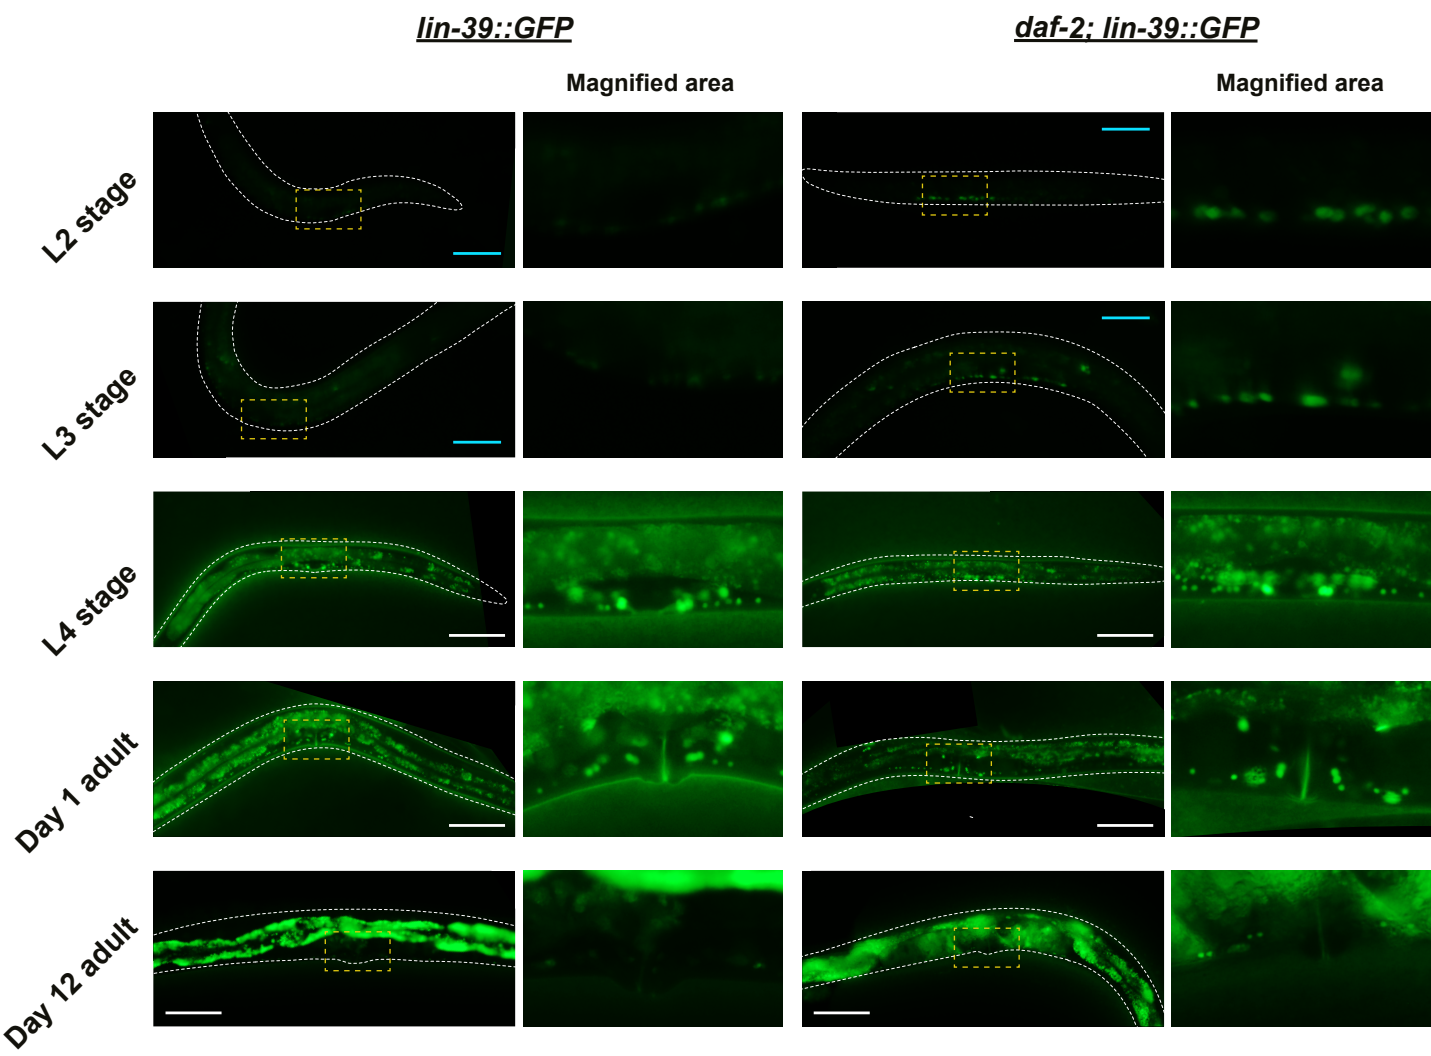

## Figure S7

Reduced IIS does not result in substantial changes in the neuronal expression of LIN-39. *Plin-39::lin-39::GFP* and *daf-2; Plin-39::lin-39::GFP* transgenic *C. elegans* were grown from the L1 stage on OP-50 bacteria and the GFP signal was imaged at the indicated stages. White dashed lines indicate the outlines of the animals. Yellow dashed frames indicate image areas that are then shown at higher magnification to the right of each respective image. (Blue scale bars: 30  $\mu\text{m}$ ; white scale bars: 100  $\mu\text{m}$ )

Figure S8

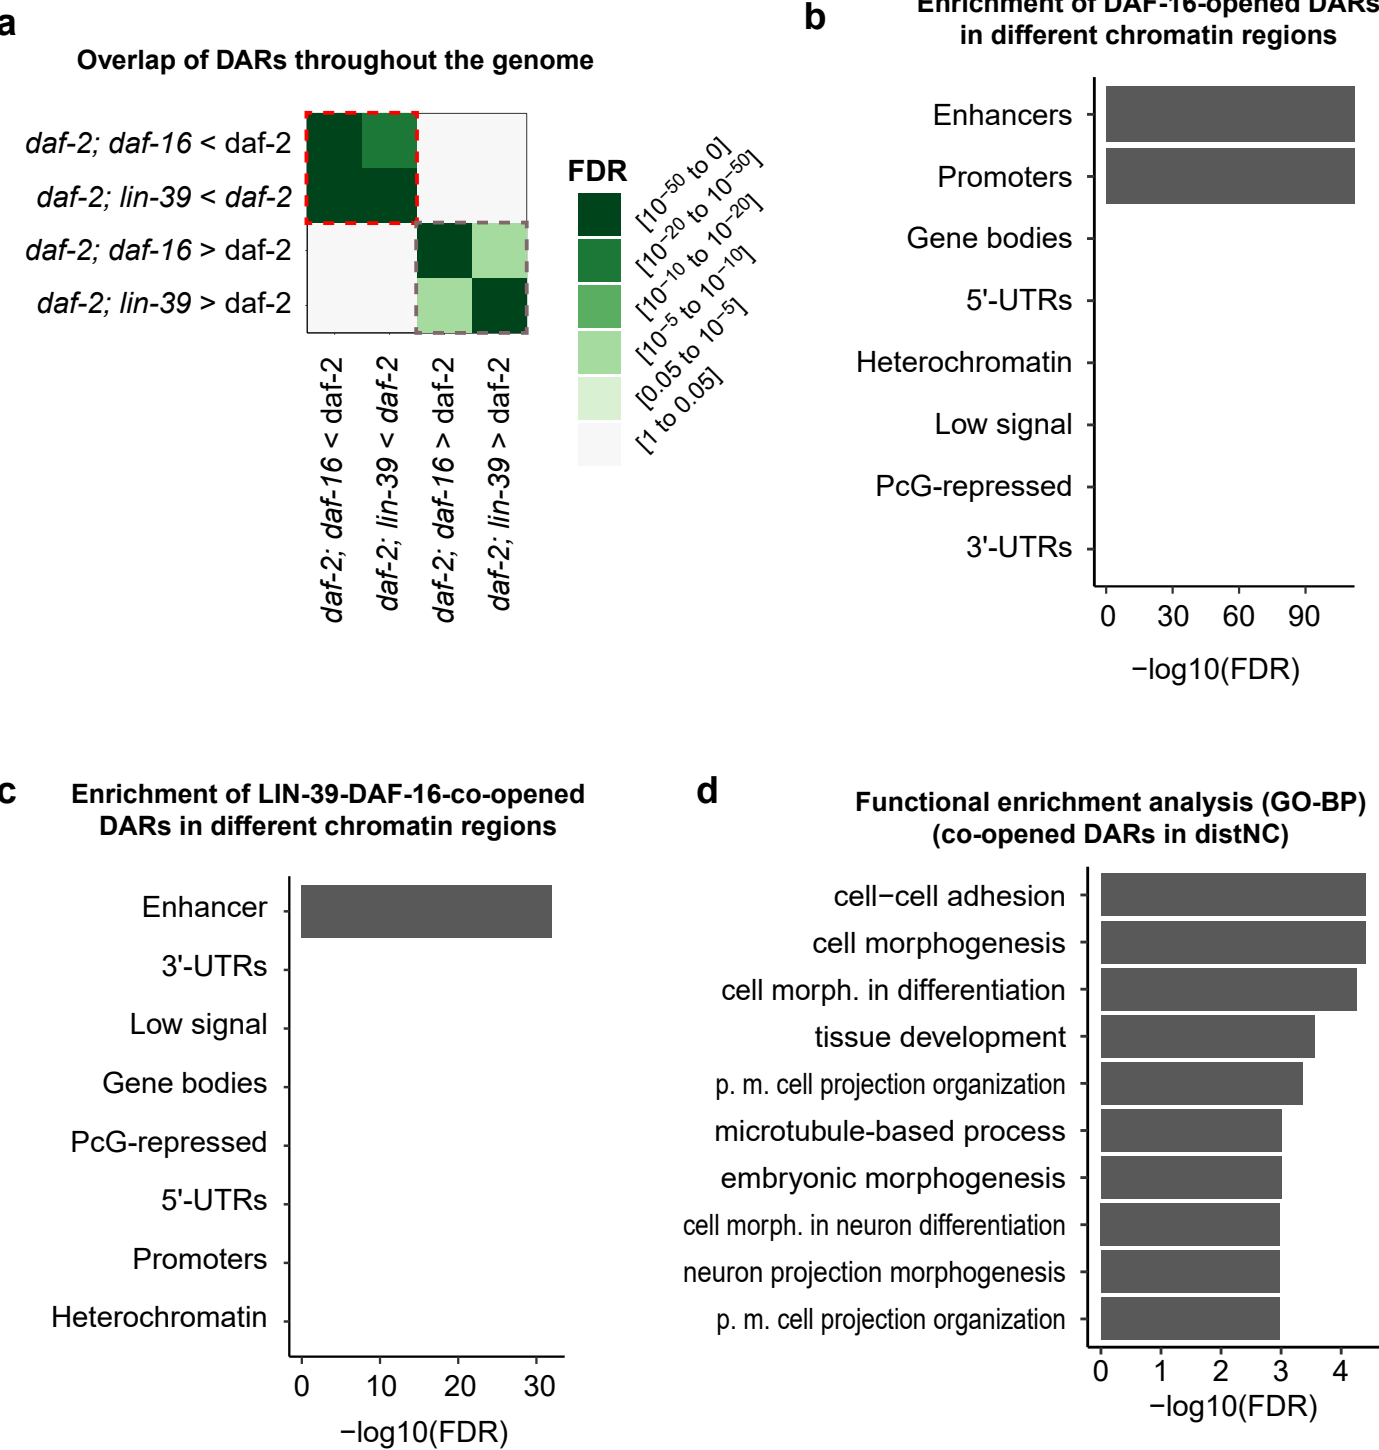

## Figure S8

LIN-39 and DAF-16 promote chromatin opening at the same set of enhancer-localized DARs, which are proximal to genes enriched for neuronal and developmental functions. (a) Heatmap showing the overlap of DARs throughout the genome between the indicated conditions. Note: “ $x > y$ ” refers to regions that are open in  $x$  and closed in  $y$ , while “ $x < y$ ” refers to regions that are closed in  $x$  and open in  $y$ . (b) Barplot showing the enrichment of DARs opened by DAF-16 under reduced IIS in different chromatin regions, adapted from<sup>1</sup>. (c) Barplot showing the enrichment of DARs that require both LIN-39 and DAF-16 for their opening under low IIS in different chromatin regions, adapted from<sup>1</sup>. (d) Barplot showing a functional enrichment analysis of the genes proximal to distNC-localized DARs co-opened by LIN-39 and DAF-16 under reduced IIS. Some terms were adapted or shortened for improved readability (see Table S25 for the original terms). Abbreviations: WT, *eri-1(mg366)* | *daf-2*, *daf-2(e1370)*; *eri-1(mg366)* | PcG, Polycomb Group | UTR, untranslated regions | FDR, False Discovery Rate | p.m., plasma membrane. Source data are provided as a Source Data file.

# Figure S9

a

**Model:**

reduced IIS:

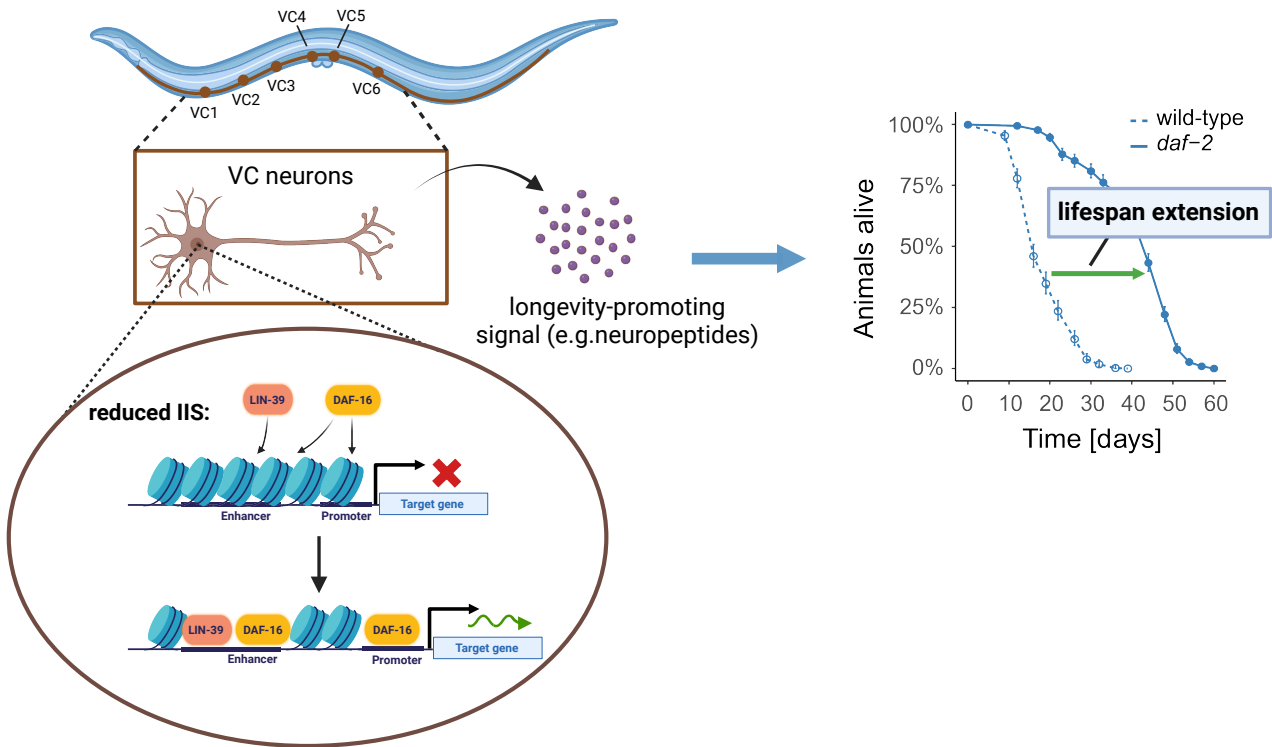

b

*daf-2*

*daf-2; lin-39 RNAi*

*daf-2; daf-16 RNAi or null*

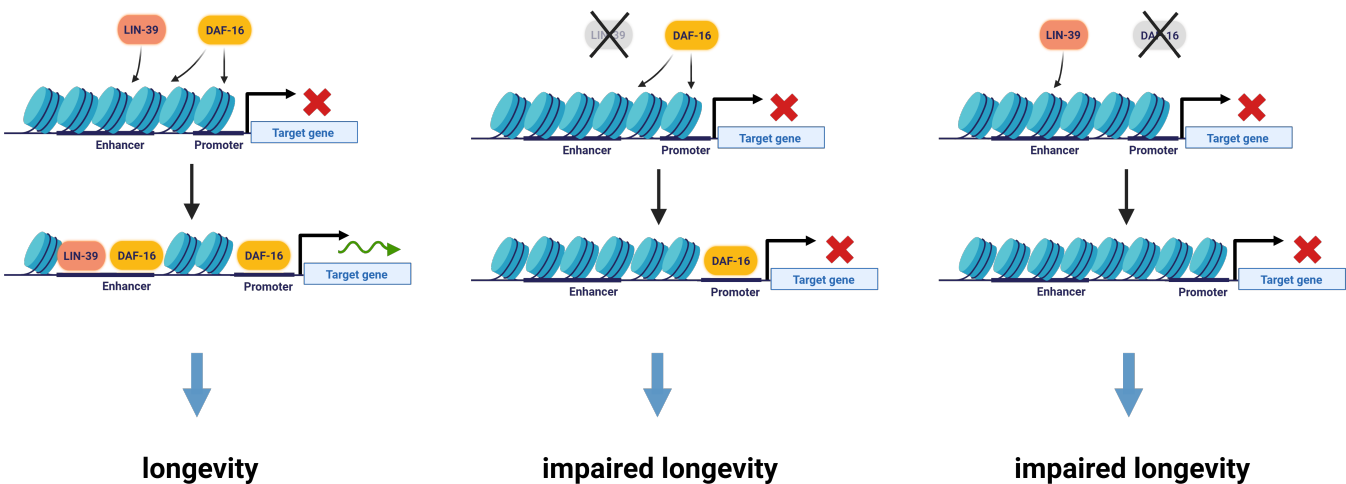

## Figure S9

Model (a) In *daf-2* animals with reduced IIS, LIN-39 and DAF-16 cooperate in opening enhancers and activating gene expression of proximal genes. These genes determine the characteristics of the cholinergic VC motor neurons. These neurons in turn are required for animals with reduced IIS to become long-lived – presumably due to emission of a longevity-promoting signal in the form of secreted neuropeptides. (b) LIN-39 and DAF-16 need to cooperate to efficiently open and utilize the enhancers mentioned in (a). If any of these TFs is missing, the expression of the nearby genes is impaired, and the neurons fail to acquire their longevity-promoting capabilities. Created in BioRender. Riedel, C. (2025) <https://BioRender.com/6fr7m63>.

## Supplementary tables

**Table S1 - Differentially Accessible Regions (DARs) and their overlap, as determined by ATAC-seq**

\*: X < Y indicates regions that are closed in X and open in Y. X > Y indicates regions that are open in X and closed in Y.

<sup>§</sup>: significance cutoff is FDR<0.05.

FDR: False Discovery Rate

WT: wild-type (N2)

**Table S2 - Differentially expressed genes and their overlap, as determined by mRNA-seq**

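In the table on differentially expressed genes, each comparison is crossed with each other comparison, so that every pairing is listed under both members. Each listing gives a number of shared genes and an odds ratio on the log2 scale. The 2 listings of a pairing can differ. For genes lower in *daf-2* and lower at day 3 they give 1424 and 1406 shared genes and log2 odds ratios of 1.82 and 1.37. The paper's text does not say why, so the entries may not be plain counts of shared genes. A log2 odds ratio of 0 means that the number of shared genes equals the number expected for independent sets, and values above or below 0 mean more or fewer shared genes. Both comparisons of aging used the same day 1 samples, so their overlaps are not independent. In the deposited RNA counts, 33 genes were lower at day 3 and higher at day 7, each against day 1, and 185 genes were higher at day 3 and lower at day 7. The first number rose to 183 with library totals alone, an alternative chosen after seeing the data, and the second fell to 22 when a change of at least 2-fold was also required.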

\*: X < Y indicates genes whose expression is upregulated in Y compared to X. X > Y indicates genes whose expression is downregulated in Y compared to X.

<sup>§</sup>: significance cutoff is FDR<0.05.

FDR: False Discovery Rate

WT: wild-type (N2)

**Table S3 - Transcriptionally relevant Differentially Accessible Regions (trDARs) and their overlap, as determined by ATAC-seq and mRNA-seq**

\*: X < Y indicates genes whose expression is upregulated in Y compared to X. X > Y indicates genes whose expression is downregulated in Y compared to X.

<sup>§</sup>: significance cutoff is FDR<0.05.

FDR: False Discovery Rate

WT: wild-type (N2)

**Table S4 - trDARs and their overlap with different chromatin regions, as determined by ATAC-seq, mRNA-seq, and data from Ho et al.**

\*: X < Y indicates trDARs which are open in Y and closed in X. X > Y indicates trDARs which are closed in Y and open in X.

<sup>#</sup>: Chromatin regions were taken from Ho et al., Nature 2014. Naming of some chromatin regions was slightly adapted to improve readability.

<sup>§</sup>: significance cutoff is FDR<0.05.

FDR: False Discovery Rate

PcG-repressed: Polycomb Group protein-repressed

WT: wild-type (N2)

**Table S5 - trDARs in the distNC and their overlap, as determined by ATAC-seq and mRNA-seq**

\*: X < Y indicates genes whose expression is upregulated in Y compared to X. X > Y indicates genes whose expression is downregulated in Y compared to X.

<sup>§</sup>: significance cutoff is FDR<0.05.

FDR: False Discovery Rate

WT: wild-type (N2)

**Table S6 - trDARs in the 3'UTRs and their overlap, as determined by ATAC-seq and mRNA-seq**

\*: X < Y indicates genes whose expression is upregulated in Y compared to X. X > Y indicates genes whose expression is downregulated in Y compared to X.

<sup>§</sup>: significance cutoff is FDR<0.05.

FDR: False Discovery Rate

WT: wild-type (N2)

**Table S7 - Functional enrichments (GO-BP) of genes closest to trDARs that open in *daf-2* animals**

Only the first 30 terms are shown.

<sup>§</sup>: significance cutoff is FDR<0.05.

FDR: False Discovery Rate

**Table S8 - Enrichment of TF binding motifs in trDARs that open in daf-2 animals**

Only the first 30 motifs are shown.

\*: Motifs were taken from the CISBP database (Weinrauch et al., Cell 2014).

§: significance cutoff is FDR<0.1.

FDR: False Discovery Rate

**Table S9 - Enrichment of ChIP-seq peaks in trDARs that open in *daf-2* animals**

Only the first 30 chip-seq datasets are shown.

\*: These are the ChIP-seq peaks for the stated TFs, as published by modEncode (Gerstein et al., Science 2010). The following abbreviations designate the stage of the animals used for the ChIP-seq:

L1: L1 larvae  
YA: Young adults  
L4: L4 larvae  
LE: Late embryos  
L3: L3 larvae  
L2: L2 larvae  
MS: Mixed stage embryos  
EE: Early embryos  
ME: Midstage embryos  
Da: Dauers

<sup>§</sup>: significance cutoff is FDR<0.05.

FDR: False Discovery Rate

**Table S10 - Lifespan analyses of Figures 2 and S2****Figures 2c, 2d, and S2**

**Figure 2e**

**Table S11 - Lifespan analyses of Figure 3a**

**Table S12 - Lifespan analyses of Figures 3b, 3c, and S4****Figure 3b**

**Figures 3c and S4**

**Table S13 - DARs affected by lin-39 RNAi and their overlap with DARs affected by reduced IIS**

\*: X < Y indicates DARs which are open in Y and closed in X. X > Y indicates DARs which are closed in Y and open in X.

§: significance cutoff is FDR<0.05.

FDR: False Discovery Rate

WT: wild-type (N2)

**Table S14 - Overlap of DARs opened by LIN-39 with different chromatin regions, as determined by ATAC-seq and data from Ho et al.**

<sup>#</sup>: Chromatin regions were taken from Ho et al., Nature 2014. Naming of some chromatin regions was slightly adapted to improve readability.

<sup>§</sup>: significance cutoff is FDR<0.05.

FDR: False Discovery Rate

PcG-repressed: Polycomb Group protein-repressed

**Table S15 - Overlap between genes proximal to DARs opened by LIN-39 and genes regulated in different tissues with age**

\*: Genes regulated with age in the indicated tissues and the indicated direction according to Wang et al., EMBO Journal 2022  
p-values were obtained by two-sided Fischer's exact test and corrected for multiple testing by the FDR method.

**Table S16 - Overlap between genes proximal to LIN-39-bound sites and genes regulated in different tissues with age**

\*: Genes regulated with age in the indicated tissues and the indicated direction according to Wang et al., EMBO Journal 2022

<sup>#</sup>: LIN-39 binding sites were derived from modENCODE ChIP-seq data (Gerstein et al., Science 2010)

p-values were obtained by two-sided Fischer's exact test and corrected for multiple testing by the FDR method.

**Table S17 - Overlap between genes proximal to DARs opened by LIN-39 and signature genes of the different neurons**

\*: Genes expressed by the indicated neurons according to Hammarlund et al., Neuron 2018

p-values were obtained by two-sided Fischer's exact test and corrected for multiple testing by the FDR method.

**Table S18 - Overlap between genes proximal to LIN-39-bound sites and signature genes of the different neurons**

\*: Genes expressed by the indicated neurons according to Hammarlund et al., Neuron 2018  
p-values were obtained by two-sided Fischer's exact test and corrected for multiple testing by the FDR method.

**Table S19 - Lifespan analyses of Figure S5c**

**Table S20 - Lifespan analyses of Figures 4c-d**

**Table S21 - Lifespan analysis of Figure 4e-g**

**Figure 4e**

**Figure 4f-g**

**Table S22 - DARs affected by daf-16 RNAi and their overlap with DARs affected by lin-39 RNAi under reduced IIS**

\*: X < Y indicates DARs which are open in Y and closed in X. X > Y indicates DARs which are closed in Y and open in X.

<sup>§</sup>: significance cutoff is FDR<0.05.

FDR: False Discovery Rate

WT: wild-type (N2)

**Table S23 - Overlap of DARs opened by DAF-16 with different chromatin regions, as determined by ATAC-seq and data from Ho et al.**

<sup>#</sup>: Chromatin regions were taken from Ho et al., Nature 2014. Naming of some chromatin regions was slightly adapted to improve readability.

<sup>§</sup>: significance cutoff is FDR<0.05.

FDR: False Discovery Rate

PcG-repressed: Polycomb Group protein-repressed

**Table S24 - Overlap of DARs that require both LIN-39 and DAF-16 for their opening with different chromatin regions, as determined by ATAC-seq and data from Ho et al.**

<sup>#</sup>: Chromatin regions were taken from Ho et al., Nature 2014. Naming of some chromatin regions was slightly adapted to improve readability.

<sup>§</sup>: significance cutoff is FDR<0.05.

FDR: False Discovery Rate

PcG-repressed: Polycomb Group protein-repressed

**Table S25 - Functional enrichments (GO-BP) of genes closest to DARs that require both LIN-39 and DAF-16 for their opening under reduced IIS**

Only the first 30 terms are shown.

<sup>§</sup>: significance cutoff is FDR<0.05.

FDR: False Discovery Rate

**Table S26 - Functional enrichments (GO-BP) of genes differentially expressed under reduced IIS in VC neurons (based on Ange et al., Cell Genomics 2024)**

**DEGs upregulated in daf-2 vs wild-type**

Only the first 30 terms are shown.

**DEGs downregulated in daf-2 vs wild-type**

Only the first 30 terms are shown.

<sup>§</sup>: significance cutoff is FDR<0.05.

FDR: False Discovery Rate

**Table S27 - *C. elegans* strains used in this study**

## Supplementary references

1. Ho, J. W. K. *et al.* Comparative analysis of metazoan chromatin organization. *Nature* **512**, 449–452 (2014).
2. Gerstein, M. B. *et al.* Integrative Analysis of the *Caenorhabditis elegans* Genome by the modENCODE Project. *Science* **330**, 1775–1787 (2010).
3. Wang, X. *et al.* Ageing induces tissue - specific transcriptomic changes in *Caenorhabditis elegans*. *EMBO J.* **41**, e109633 (2022).
4. Hammarlund, M., Hobert, O., Miller, D. M. & Sestan, N. The CeNGEN Project: The Complete Gene Expression Map of an Entire Nervous System. *Neuron* **99**, 430–433 (2018).
5. Taylor, S. R. *et al.* Molecular topography of an entire nervous system. *Cell* **184**, 4329–4347.e23 (2021).

# Supplementary material for: LIN-39 is a neuron-specific developmental determinant of longevity in Caenorhabditis elegans with reduced insulin signaling
**Source:** Nat Commun. 2025 Jul 16;16:6566. doi: 10.1038/s41467-025-61786-y
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                  |
|-----------------|------------------------------------------------------------------------------------------------------------------|
| Data collection | n/a                                                                                                              |
| Data analysis   | R v4.3.0<br>Cactus v0.8.4; <a href="https://github.com/jsalignon/cactus">https://github.com/jsalignon/cactus</a> |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The ATAC-seq and mRNA-seq data generated in this study have been deposited in NCBI's Gene Expression Omnibus under accession numbers GSE271970 and GSE271972 and are available at the following URLs: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE271970> and <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE271972>. Source data are provided with this paper. Any *C. elegans* strains used in this study will be available from the Caenorhabditis Genetics

Center (CGC) or, if not available from the CGC, from the authors.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender n/a

Reporting on race, ethnicity, or other socially relevant groupings n/a

Population characteristics n/a

Recruitment n/a

Ethics oversight n/a

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size Sample sizes for each experiment were chosen in accordance with the general standards and prior publications in the respective fields.

Data exclusions There were no data exclusions.

Replication All experimental findings in the manuscript were based on at least two replicates, with consistent results.

Randomization For all experiments, animals were randomly allocated to the experimental groups.

Blinding During data collection, especially lifespan analyses, researchers were blinded to group allocation. Samples were marked with a unique arbitrary ID.

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

Study description Briefly describe the study type including whether data are quantitative, qualitative, or mixed-methods (e.g. qualitative cross-sectional, quantitative experimental, mixed-methods case study).

Research sample State the research sample (e.g. Harvard university undergraduates, villagers in rural India) and provide relevant demographic information (e.g. age, sex) and indicate whether the sample is representative. Provide a rationale for the study sample chosen. For studies involving existing datasets, please describe the dataset and source.

Sampling strategy Describe the sampling procedure (e.g. random, snowball, stratified, convenience). Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient. For qualitative data, please indicate whether data saturation was considered, and what criteria were used to decide that no further sampling was needed.

Data collection Provide details about the data collection procedure, including the instruments or devices used to record the data (e.g. pen and paper, computer, eye tracker, video or audio equipment) whether anyone was present besides the participant(s) and the researcher, and whether the researcher was blind to experimental condition and/or the study hypothesis during data collection.

Timing Indicate the start and stop dates of data collection. If there is a gap between collection periods, state the dates for each sample cohort.

|                   |                                                                                                                                                                                                                         |
|-------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data exclusions   | <i>If no data were excluded from the analyses, state so OR if data were excluded, provide the exact number of exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.</i> |
| Non-participation | <i>State how many participants dropped out/declined participation and the reason(s) given OR provide response rate OR state that no participants dropped out/declined participation.</i>                                |
| Randomization     | <i>If participants were not allocated into experimental groups, state so OR describe how participants were allocated to groups, and if allocation was not random, describe how covariates were controlled.</i>          |

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                          |                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|--------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description        | <i>Briefly describe the study. For quantitative data include treatment factors and interactions, design structure (e.g. factorial, nested, hierarchical), nature and number of experimental units and replicates.</i>                                                                                                                                                                                                                                         |
| Research sample          | <i>Describe the research sample (e.g. a group of tagged <i>Passer domesticus</i>, all <i>Stenocereus thurberi</i> within Organ Pipe Cactus National Monument), and provide a rationale for the sample choice. When relevant, describe the organism taxa, source, sex, age range and any manipulations. State what population the sample is meant to represent when applicable. For studies involving existing datasets, describe the data and its source.</i> |
| Sampling strategy        | <i>Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.</i>                                                                                                                                                                                      |
| Data collection          | <i>Describe the data collection procedure, including who recorded the data and how.</i>                                                                                                                                                                                                                                                                                                                                                                       |
| Timing and spatial scale | <i>Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken</i>                                                                                                                                                      |
| Data exclusions          | <i>If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.</i>                                                                                                                                                                                                                                                      |
| Reproducibility          | <i>Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.</i>                                                                                                                                                                                                                |
| Randomization            | <i>Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.</i>                                                                                                                                                                                                                                                     |
| Blinding                 | <i>Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.</i>                                                                                                                                                                                                                                                                          |

Did the study involve field work? ☐ Yes ☒ No

## Field work, collection and transport

|                        |     |
|------------------------|-----|
| Field conditions       | n/a |
| Location               | n/a |
| Access & import/export | n/a |
| Disturbance            | n/a |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used *Describe all antibodies used in the study; as applicable, provide supplier name, catalog number, clone name, and lot number.*

Validation *Describe the validation of each primary antibody for the species and application, noting any validation statements on the manufacturer's website, relevant citations, antibody profiles in online databases, or data provided in the manuscript.*

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |     |
|----------------------------------------------------------------------|-----|
| Cell line source(s)                                                  | n/a |
| Authentication                                                       | n/a |
| Mycoplasma contamination                                             | n/a |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | n/a |

## Palaeontology and Archaeology

|                                                                                                                                                 |     |
|-------------------------------------------------------------------------------------------------------------------------------------------------|-----|
| Specimen provenance                                                                                                                             | n/a |
| Specimen deposition                                                                                                                             | n/a |
| Dating methods                                                                                                                                  | n/a |
| <input type="checkbox"/> Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information. |     |
| Ethics oversight                                                                                                                                | n/a |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | We used the following <i>Caenorhabditis elegans</i> strains: SS104, GR1373, GR1899, N2, OP18, IJ415, IJ416, IJ417, RIE521, CB1370, RIE578, RIE576, GR1901, LX929, RIE665, RIE502. Animals were assayed at various stages of development, at various stages of adulthood, or monitored throughout life - as described for the respective experiments in the manuscript.                                                                                                                                                                               |
| Wild animals            | n/a                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Reporting on sex        | The majority of our experiments were conducted in <i>C. elegans</i> hermaphrodites, since <i>C. elegans</i> males are difficult to obtain and thus would have made many of our experiments challenging if not unfeasible. Nevertheless, we tested whether knockdown of <i>lin-39</i> or <i>daf-16</i> impairs longevity of <i>daf-2</i> mutants not only in hermaphrodites but also in males and found that for the <i>lin-39</i> knockdown the two sexes gave a different phenotype - a result that was important for the conclusions of our study. |
| Field-collected samples | n/a                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Ethics oversight        | No ethical approval was required for the conducted work. Reason: All experiments were conducted in <i>C. elegans</i> , an organism that the authorities consider to be very simple.                                                                                                                                                                                                                                                                                                                                                                  |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |                                  |
|-----------------------------|----------------------------------|
| Clinical trial registration | <input type="text" value="n/a"/> |
| Study protocol              | <input type="text" value="n/a"/> |
| Data collection             | <input type="text" value="n/a"/> |
| Outcomes                    | <input type="text" value="n/a"/> |

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                                  | Yes                      |                            |
|-------------------------------------|--------------------------|----------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Any other significant area |

### Experiments of concern

Does the work involve any of these experiments of concern:

| No                                  | Yes                      |                                                                             |
|-------------------------------------|--------------------------|-----------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Any other potentially harmful combination of experiments and agents         |

## Plants

|                       |                                  |
|-----------------------|----------------------------------|
| Seed stocks           | <input type="text" value="n/a"/> |
| Novel plant genotypes | <input type="text" value="n/a"/> |
| Authentication        | <input type="text" value="n/a"/> |

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

#### Data access links

May remain private before publication.

For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.

#### Files in database submission

Provide a list of all files available in the database submission.

#### Genome browser session

(e.g. [UCSC](#))

Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.

### Methodology

#### Replicates

Describe the experimental replicates, specifying number, type and replicate agreement.

#### Sequencing depth

Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end.

#### Antibodies

Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.

#### Peak calling parameters

Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.

#### Data quality

Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.

#### Software

Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

n/a

#### Instrument

n/a

#### Software

n/a

#### Cell population abundance

n/a

#### Gating strategy

n/a

- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

#### Design type

n/a

#### Design specifications

n/a

Behavioral performance measures

n/a

**Acquisition**

Imaging type(s)

n/a

Field strength

n/a

Sequence &amp; imaging parameters

n/a

Area of acquisition

n/a

Diffusion MRI

☐

Used

☐

Not used

**Preprocessing**

Preprocessing software

n/a

Normalization

n/a

Normalization template

n/a

Noise and artifact removal

n/a

Volume censoring

n/a

**Statistical modeling & inference**

Model type and settings

n/a

Effect(s) tested

n/a

Specify type of analysis:

☐

Whole brain

☐

ROI-based

☐

Both

Statistic type for inference

n/a

(See [Eklund et al. 2016](#))

Correction

n/a

**Models & analysis**

n/a

Involved in the study

☐

Functional and/or effective connectivity

☐

Graph analysis

☐

Multivariate modeling or predictive analysis

Functional and/or effective connectivity

n/a

Graph analysis

n/a

Multivariate modeling and predictive analysis

n/a

How the deposited data were processed for this re-analysis (not part of the article)

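Messenger RNA was sequenced from 12 samples of whole animals in 5 groups: *daf-2(e1370); eri-1(mg366)* and *eri-1(mg366)* animals (WT) on day 1 of adulthood with 3 samples each, and *glp-4(bn2)* animals on day 1, day 3 and day 7 with 2 samples each. The authors processed the reads with the Cactus pipeline and deposited a table of estimated counts per gene, rounded to whole numbers and not normalized. They also deposited a table of TPM values, in which every sample has the same total. The paper's text names neither the program that estimated the counts nor the genome build nor the annotation release. That the counts are estimates was checked on the tables: in 305 cells the count is 0 while the TPM of the same gene and sample is above 0. Both tables list 19997 genes by WormBase identifier. A gene symbol was found for 19957 of them and a position in Ensembl release 115 of WBcel235 for 19988. In 205 lines the symbol is shared with another line, and 114 of the 15282 genes with a total of more than 50 counts have exactly the counts of another gene.

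The samples were grouped by genotype and age from their labels, and each label maps to 1 column of each table. The labels number the samples within a group, and neither the labels nor the paper describe samples of different groups as pairs. This replicate number served as a block in 1 alternative, to sort the other groupings of the *daf-2* and WT samples, and to check whether same-numbered samples are alike. The labels give 15 °C as the larval temperature of all samples, while the paper's methods give 25 °C for *glp-4* animals. Total counts per sample ranged from 4538353 to 22484551. A level of 3 counts, taken as the floor, corresponds to between 0.133 and 0.661 CPM (counts per 1000000 counts of the sample), and this floor covers counting error only. Across the 9 pairs of samples of the same group, Spearman's correlation across genes lay between 0.973 and 0.988. The difference between paired samples in counts was 2.25 to 18.8 times the sampling noise (chi-square per degree of freedom), so no sample is a copy of another.

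Differential expression was computed from the estimated counts with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr (minimum count 10, minimum total count 15), scaled with TMM factors and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all tested genes. A gene was called at an adjusted p under 0.05, the paper's threshold, without a minimum fold change. The comparison of *daf-2* with WT animals used those 6 samples, and the comparisons between ages used the 6 *glp-4* samples in one model. A comparison of *glp-4* animals on day 1 with WT animals used all 12 samples. Levels are given as TMM-normalized CPM. Overlaps of called genes were tested with Fisher's exact test over the genes tested in both comparisons. Correlations between log2 fold changes run across genes, and 3 were computed. The set of neuropeptide genes was tested with camera from limma 3.58.1 with an inter-gene correlation of 0.01. Intervals for shares are Wilson intervals at a level of 95%, and those of log2 odds ratios are normal intervals at the same level. Tables were joined with pandas 2.3.3 in Python 3.11.15 and plots drawn with matplotlib 3.10.9.

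The comparisons, the tests, the gene lists and most alternatives were set before the data were examined. The genes named in the text follow a rule set at the same time: in each of 3 comparisons, the 5 genes with the lowest adjusted p that rose and the 5 that fell, among genes with a symbol, an absolute log2 fold change of at least 1 and no overlap between the groups. Genes that the paper names and the members of the gene lists could be named as well. Which members of the lists are given with values was decided after their values were seen. The alternatives were DESeq2 size factors or upper-quartile normalization in place of TMM, DESeq2 1.42.0, and limma on log2(TPM + 1) or log2(TPM + 0.1) for genes with a mean TPM of at least 1 or for all genes. Others were no filter on low counts, a filter of 10 counts in every sample or of 5 counts in at least 50% of the samples, removal of the 50 most abundant genes, the replicate number as a block, all 12 samples or only the compared samples in the model, and each sample left out in turn. A threshold of 0.01, a minimum absolute log2 fold change of 1, another background and a logistic model with the mean level of each gene (spline with 4 degrees of freedom) were also tried. The alternatives with library totals alone, without germline-dependent genes, and with *glp-4* libraries thinned to the smallest total were chosen after seeing the data. An error in the logistic model, found on simulated data, was corrected after the first fit of the real data. The estimate of fold changes for an age with 1 sample left was changed as well, after its first values had been seen.

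The steps were tested on simulated data with known changes. For 3 samples against 3, edgeR recovered 183 of 198 changed genes (92.4%), and 6.63% of its calls were false. For 2 samples against 2 out of 6 in one model, it recovered 130 of 188 (69.1%), and 8.45% of its calls were false. Only these 188 of 12647 tested genes had been changed, with as many set to rise as to fall. In the real data 61.9% of genes were called at day 7. Recovery and false calls may thus differ there, and the choice of scaling was not tested by this simulation. The test of gene sets gave a p under 0.05 in 0 of 100 unchanged sets. In a simulation where the overlap came from expression level alone, the logistic model brought a log2 odds ratio of 1.85 to 0.04 (SE 0.09).

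The chromatin accessibility, lifespan, microscopy and single-cell data of the paper are not analysed here. trDARs combine chromatin accessibility with RNA, so only their RNA side was examined.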

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

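Of the tests in this part, those on carried-over reads, on a fixed number of reads, on normalization, on a common shift and on matched gene lists were chosen only after the rise of the germline transcripts had been seen. The test on sperm genes and the one on sequencing depth were written down before they were run, but after a first exploratory fit of the data. The limits used to judge all of them were set after a first look at the data.

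Germline transcripts in *glp-4* animals drew attention because the paper does not discuss them in these samples and their level at day 7 lay above the floor. A list of 20 germline genes, such as *pgl-1*, *glh-1* and *rme-2*, was written before the data were examined. All 20 were lower in *glp-4* animals on day 1 than in WT animals, with a median log2 fold change of -7.58. From day 1 to day 7, all 20 rose, with a median log2 fold change of 3.39, and 19 had risen by day 3. The samples of day 1 and day 7 did not overlap for 20 of the 20 genes, which chance gives for 33.3% of genes with 2 samples against 2. At day 7 the genes stood at 0.883% to 42.7% of their WT level (median 4.82%), against a median of 0.525% on day 1. For *pgl-1* the log2 fold change was 3.23 and for *rme-2* it was 5.46. Of the 20 genes, 1 had no more than 3 counts in each day 1 sample, so the size of its rise is uncertain. With a filter of 10 counts in every sample, 10 of the genes were tested and all 10 rose.

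A technical explanation is carry-over of reads from libraries with a germline, which would leave each gene at the same fraction of its WT level. Among 141 genes that were high in WT and nearly absent on day 1, the 90th percentile of that fraction was 16.4 times the 10th, while sampling noise gave at most 1.54. Carry-over alone could not give this spread, but changes of single genes with age widen it as well, so carry-over as a part of the rise cannot be told apart by this test. Reads carried over in a fixed number would look larger in the smaller day 7 libraries, but the median rise was 10.5-fold while the library totals differed by 2.38-fold. With library totals alone the median log2 fold change was 3.93, but this scaling moves all genes upward, so by itself it cannot tell whether normalization plays a part. A common shift of all genes was tested by the difference between the median of the germline genes and that of all tested genes, which such a shift leaves unchanged, and this difference was 3.37. A general rise of weakly expressed genes was tested with 10000 random lists of genes with similar day 1 levels. Their median log2 fold change was 0.83 and the highest was 2.50, so that 100% of them lay below the germline genes.

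A candidate biological explanation is that some germ cells begin to develop in adults after the shift to 20 °C. Germ cells form sperm first, so sperm genes would then reach a higher fraction of their WT level than the other germline genes. The 27 major sperm protein genes stood at 4.22% of their WT level at day 7, a ratio of 0.877 to the germline genes. The ratio was below 1, but the interval over genes (95%, 10000 resamples, added after the ratio was seen) ran from 0.367 to 2.26, and the genes had only 208 counts in all at day 7. This test leaves the explanation open. A change of residual germline tissue with age or an age-dependent loss of repression in the soma may also play a part, and neither was tested. The rise is thus not explained by carry-over alone, by a fixed number of reads, by a common shift or by a general rise of weakly expressed genes. It remains a hypothesis that it reflects germline tissue.

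The effects of day 3 and day 7 differed from each other, which drew attention because the paper compares both ages with day 1 only. The direct test between these ages called 1878 genes higher and 2435 lower at day 7 than at day 3, 32.6% of 13222 tested and 43.5% of the calls upward. Chance can not be gauged from other groupings with 2 samples per age. Sequencing depth, which is lowest at day 7, was tested by thinning all *glp-4* libraries to the smallest total. The number of genes called against day 1 fell by at most a factor of 1.16, and the numbers between day 3 and day 7 were then 1727 and 2230. The 50 most abundant genes took 33.4% to 36.5% of counts at day 3 and 25.0% to 25.6% at day 7, and without them 1896 genes were higher and 2360 lower.

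The direction of the difference between day 3 and day 7 depends on the scaling. With library totals alone, 5726 genes were higher and 1055 lower (84.4% upward), and the median of all genes moved to 0.51. With limma on log2(TPM + 1) the numbers were 3891 and 1264 (75.5% upward), with a median of 0.30. With upper-quartile normalization they were 2525 and 1992 (55.9% upward), with a median of 0.12. That genes differ between these ages thus holds under each of these settings, and whether more rise or fall cannot be told apart from the choice of scaling. A biological explanation is the difference in age itself. Without germline-dependent genes, 1364 genes were higher and 2038 lower, so the difference is not confined to the germline transcripts.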

How the results depend on the processing

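The settings with library totals alone, without germline-dependent genes and with thinned *glp-4* libraries were added after seeing the data, and all others were set before. The 35 summary results were recomputed in 743 comparisons. In 639 of them the value counted as unchanged, in 4 it kept its direction and lost the threshold, in 7 it reversed, and in 93 it moved. The criteria for unchanged values were wide. A log2 odds ratio that went from 1.14 to 2.14 counted as unchanged, with its sign and threshold kept. So did a number of called genes that went from 3453 to 4751. Some settings cannot move some results, such as thinned *glp-4* libraries for the counts of TF genes in *daf-2*, and are among the 639. For 57 values of single genes, 38 held in every comparison. The others gave 20 comparisons that lost the threshold, 10 that gained it, 14 that reversed and 12 that moved. The cause of the changes listed here was not tested, except where a value is given for it.

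The 4 overlaps in the same direction kept their sign and stayed past the threshold under all alternatives. Their log2 odds ratios ranged from 0.79 to 2.14 (higher, day 3), 0.73 to 1.80 (higher, day 7), 1.18 to 2.14 (lower, day 3) and 1.24 to 2.31 (lower, day 7). Overlaps in opposite directions were less stable. The log2 odds ratio of genes lower in *daf-2* and higher at day 3 reversed to 0.059 with DESeq2, 0.21 with no filter on low counts, 0.13 with limma on log2(TPM + 1) without a filter, 0.048 with a minimum absolute log2 fold change of 1 and 0.44 with all genes with any count as background. It was -0.11 and no longer past the threshold with all 12 samples in one model. That of genes lower in *daf-2* and higher at day 7 reversed to 0.24 with all genes with any count as background, and lost the threshold at -0.10 with no filter and at -0.29 with the minimum fold change. With that minimum, the log2 odds ratio of genes higher in *daf-2* was 0.012 with genes lower at day 3, a reversal, and -0.19 with genes lower at day 7, not past the threshold.

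A minimum absolute log2 fold change of 1 left 1438 genes higher and 561 lower in *daf-2* (3453 and 3042 without it), 2141 and 2014 at day 3 (3515 and 3636), 2660 and 2665 at day 7 (4041 and 4143), and 917 and 1056 between day 3 and day 7 (1878 and 2435). The shares of day 7 genes already called at day 3 were then 61.5% (higher) and 64.7% (lower) against 65.9% and 73.8%. The genes that changed in opposite directions at the 2 ages fell to 2 (lower, then higher) and 22 (higher, then lower), against 33 and 185. With an adjusted p under 0.01, 1040 genes were higher at day 7 than at day 3, the shares were 62.7% and 71.7%, and the opposite counts 11 and 104.

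Scaling moved the balance of directions. With limma on log2(TPM + 1), 1593 genes were lower in *daf-2*, 2674 lower at day 7, and 3891 higher and 1264 lower at day 7 than at day 3. The shares were 51.9% and 78.9%, the opposite counts 66 and 81, and 0 TF candidates were lower in *daf-2*. With limma on log2(TPM + 0.1) the corresponding values were 1576, 2620, 3546 and 1227 genes, shares of 54.4% and 78.0%, opposite counts of 60 and 80, and 0 TF candidates. With limma on log2(TPM + 1) without a filter they were 1605 genes lower in *daf-2*, 6271 higher and 2745 lower at day 7, 3777 higher and 1179 lower than at day 3, shares of 44.6% and 77.8%, 72 genes higher at day 3 and lower at day 7, 0 TF candidates, and 1 propionate shunt gene lower in *daf-2*. The Spearman's rho values were then 0.156 (*daf-2* and day 3), 0.163 (*daf-2* and day 7) and 0.753 (day 3 and day 7). With library totals alone, 1869 genes were lower in *daf-2*, 6550 higher and 2593 lower at day 7, and 5726 higher and 1055 lower than at day 3. The shares were then 49.0% and 85.7%, the opposite counts 183 and 74, and 0 TF candidates were lower. Of the genes called with TMM, library totals alone kept all 3453 higher in *daf-2* and all 4041 higher at day 7, as an upward shift must, but only 61.4% of those lower in *daf-2* and 62.6% of those lower at day 7, and 25 genes lower at day 7 were called higher. With upper-quartile normalization the shares were 63.2% and 76.8% and 52 genes were lower at day 3 and higher at day 7. With DESeq2 size factors, 2 TF candidates were lower in *daf-2*.

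DESeq2 called 1020 genes higher at day 7 than at day 3, of which 1013 were called by edgeR. It gave 9 genes lower at day 3 and higher at day 7, a share of 70.8% for downward changes, a rho of 0.175 between *daf-2* and day 3, and 4 neuropeptide genes lower. No filter on low counts gave a rho of 0.129 between *daf-2* and day 3 and of 0.714 between day 3 and day 7, and 2 TF candidates lower. With 10 counts in every sample the share for upward changes was 67.6%, 12 neuropeptide genes were higher in *daf-2*, and 10 germline genes were lower in *glp-4* animals than in WT animals, 10 higher at day 3 and 10 higher at day 7, since the filter removed the others. With 5 counts in at least 50% of the samples the share for upward changes was 67.6%. With all 12 samples in one model the shares were 61.5% and 75.4%, 52 genes were lower at day 3 and higher at day 7, rho was 0.170 between *daf-2* and day 3 and 0.776 between day 3 and day 7, and 2 TF candidates were lower. With only the compared samples the share for upward changes was 61.9% of 3875 genes. Only 3369 of these were tested at both ages, and 2398 were called higher at both. The lower share thus comes from genes that were not tested at day 3. Without germline-dependent genes the shares were 69.5% and 75.9%, and with thinned libraries 63.7% and 72.4%.

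The replicate block gave 3250 genes higher and 2834 lower in *daf-2*, and 2 TF candidates lower. The pairing it assumes was checked with the correlation of same-numbered samples around their group means, which lay between -0.01 and 0.02 for *daf-2* and WT and between -0.01 and 0.03 for *glp-4* ages. Same-numbered samples thus show no sign of having been handled together.

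Leaving out one *daf-2* or WT sample at a time gave 2927 to 3352 genes higher and 2488 to 3035 lower, 1 to 2 TF candidates lower and 4 to 7 neuropeptide genes lower. With one *glp-4* sample left out, Spearman's correlation across genes between the log2 fold changes of day 3 and day 7 lay between 0.785 and 0.828. Leaving out a *glp-4* sample leaves an age with 1 sample, so no calls were made between ages. DESeq2 gives no values for the set test on neuropeptide genes, which was not run with it.

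The log2 fold change of *lin-39* in *daf-2*, reported as -0.01 and never past the threshold, changed sign to 0.010 with upper-quartile normalization, 0.060 with limma on log2(TPM + 1) with or without a filter, 0.068 with limma on log2(TPM + 0.1), 0.029 without germline-dependent genes and 0.11 with library totals alone, and ran from -0.22 to 0.12 with one sample left out. That of *unc-62*, reported as -0.10, was 0.036 with limma on log2(TPM + 1) with or without a filter, 0.037 with limma on log2(TPM + 0.1) and 0.023 with library totals alone. That of *eri-1*, reported as 0.08, ran from -0.011 to 0.16 with one sample left out.

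The depth limits genes with few counts. With 2 samples per age, simulated data gave a recovery of 69.1% of changed genes. Far fewer genes were changed there than were called here, so the real recovery may differ. A gene not called in *glp-4* animals is not shown to be unchanged. *lin-39* had 59 to 131 counts per *daf-2* sample, and its SE of 0.18 leaves small changes undetectable at this depth.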

Differences from the paper's values

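The paper's values here are those of Table S2, which lists each pairing of comparisons under both members, often with different values. They are compared with the RNA calls of the deposited counts. The numbers of differentially expressed genes, the shares of day 7 genes already called at day 3, and the sizes of most overlaps did not differ by the criteria used. A count or share was taken to differ when the larger value was more than 1.5 times the smaller. By this wide limit, overlaps of 1034 and 1012 in the paper against 708 here (lower in *daf-2* and higher at day 7) and of 628 against 429 (higher in *daf-2* and lower at day 3) are not counted as different. The values that differ are odds ratios and the overlaps of genes that change in opposite directions with age. A log2 odds ratio was taken to differ when the signs differ or the gap is larger than its standard error.

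Under day 3, the paper lists 377 genes lower at day 3 and higher at day 7, against 33 here, and 412 genes higher at day 3 and lower at day 7, against 185 here. Under day 7, the genes with the opposite change at day 3 make up 9.59% of the paper's genes higher at day 7, against 0.817% here, and 11.2% of its genes lower at day 7, against 4.47% here. The paper's log2 odds ratios for these pairings are -2.56 and -2.75, against -6.29 here, and -2.39 and -2.23, against -3.63 here. None of the alternatives set before the data were examined closed these gaps.

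For genes higher at both ages, the paper's log2 odds ratio listed under day 3 is 4.09, against 4.24 here. Upper-quartile normalization, 10 counts in every sample, limma on log2(TPM + 1) and all 12 samples in one model fell within it, and the other alternatives set before the data were examined did not. For genes lower at both ages, the paper's value listed under day 7 is 5.25, against 5.36 here, and only the filter of 5 counts in at least 50% of the samples fell within it.

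For genes lower in *daf-2* and lower at day 3, the paper's log2 odds ratio is 1.82 under *daf-2* and 1.37 under day 3, against 1.47 here. Of the alternatives set before the data were examined, no filter on low counts, an adjusted p under 0.01 and a minimum absolute log2 fold change of 1 fell within the first. Removal of the 50 most abundant genes and the models without *daf-2* replicate 3 or without WT replicate 2 fell within the second. For genes lower in *daf-2* and lower at day 7, the paper's values are 1.84 and 1.41, against 1.51 here. All 12 samples in one model and an adjusted p under 0.01 fell within the first, and none of the alternatives set before the data were examined fell within the second.

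For genes lower in *daf-2* and higher at day 3, the paper's values are 0.16 under *daf-2* and -0.21 under day 3, against -0.42 here. No filter on low counts, limma on log2(TPM + 1) without a filter and a minimum absolute log2 fold change of 1 fell within the first, and an adjusted p under 0.01 within the second. For genes lower in *daf-2* and higher at day 7, the paper's values are 0.22 and -0.051, against -0.63 here. The background of all genes with any count fell within the first and no filter on low counts within the second. The other alternatives set before the data were examined did not close these gaps.

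For genes higher in both, the paper's values listed under *daf-2* are 0.51 for day 3, against 1.14 here, and 0.21 for day 7, against 0.87 here. None of the alternatives set before the data were examined closed these gaps, while the paper's values for the same pairings listed under the ages, 1.10 and 0.84, did not differ from those here. For genes higher in *daf-2* and lower at day 3, the paper's value listed under day 3 is -0.55, against -0.93 here, and no alternative set before the data were examined fell within it. For genes higher in *daf-2* and lower at day 7, the paper's values are -0.77 and -0.34, against -0.58 here. Of the alternatives set before the data were examined, the 3 limma settings on TPM fell within the first. The model without *daf-2* replicate 3 fell within the second. With library totals alone, an alternative chosen after seeing the data, the log2 odds ratio was -0.77, as in the first.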

Other observations

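Of the tests in this part, those on scaling, on the propionate shunt genes with age and on the bacteria were chosen only after the results had been seen, while those on expression level, on germline genes and on other groupings of the samples were written down before they were run, but after a first exploratory fit of the data. The limits used to judge the tests were set after a first look at the data.

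The number of genes called between *daf-2* and WT animals was compared with other groupings of the same 6 samples. There are 10 groupings into 3 and 3, of which 4 part all same-numbered samples. The real grouping was the only 1 of the 4 with as many called genes, 6495 in all. The other groupings called 0 genes, with 62 to 207 genes at an unadjusted p under 0.05, against 7365 in the real one. Each of them puts both genotypes into each group, so the genotype difference enters the spread within groups. Few or no calls then follow from the design, and these groupings do not show what chance would give. The real grouping was also the only 1 of the 4 with as many called TF candidates and the only 1 with as many called propionate shunt genes. For the set of neuropeptide genes, 2 of the 4 groupings gave a p at least as low, and over all 10 groupings 5 did. The groupings that do not part all same-numbered samples part 1 pair each. The smallest share that 4 or 10 groupings can give is above 0.05, so chance cannot be excluded by this count alone.

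The overlap of genes with changes in the same direction in *daf-2* and with age is a pattern that the paper does not discuss for RNA. A candidate explanation is that well expressed or long genes are detected more readily in both comparisons. With mean expression and gene length in a logistic model, the lowest of the 4 log2 odds ratios was 0.79, and the others were 1.11, 1.20 and 1.21. Germline genes are another candidate, as they differ between the strains. Without them the lowest log2 odds ratio was 0.90. Under 5 other scalings the lowest log2 odds ratio was 0.78. Spearman's rho between log2 fold changes was at least 0.193 under them, against 0.204 (day 3) and 0.206 (day 7) with TMM. A common shift of all genes hardly changes ranks, so it could not by itself give the correlation. For the same reason rho would stay alike under a shift whatever its source, and these values are no further evidence. Expression level, gene length, the genes removed as germline-dependent and these scalings thus do not account for the overlap of called genes. A common shift of all genes does not account for the correlation. A shared biological response is a possible explanation, but the strains, larval temperatures and germlines of the experiments differ, and no sample of aged *daf-2* animals is among those analysed here.

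Of the 17 TFs shown in Fig. 2, 16 were found in the count table (*atf-5* was not) and 13 passed the filter on low counts in *daf-2* and WT animals. Of these, 8 were higher in *daf-2* and 1 was lower at an adjusted p under 0.05, and with adjustment over the list alone 8 were higher and 2 lower. The log2 fold changes were 2.22 for *zip-8*, 2.22 for *ref-2*, 1.86 for *mls-2*, 1.69 for *zip-7*, 1.38 for *atf-2*, 0.49 for *elt-1*, 0.37 for *nhr-2*, 0.30 for *hmg-4* and -0.19 for *atf-7*. That of *lin-14* was -0.44 (adjusted p = 0.051 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.016 to 0.354 over the alternatives, and 0.032 when adjusted over the list). Ranges over the alternatives in this part do not include the fits with a sample left out. *mls-2* and *ref-2* had few counts, with 2 to 6 and 7 to 20 per WT sample. The *atf-7* difference was not past the threshold with limma on TPM or with library totals alone, and that of *nhr-2* not with all 12 samples in one model. The transcript of *lin-39* had 5.22 ± 1.24 CPM (SD, n = 3) in *daf-2* and 5.32 ± 0.194 (SD, n = 3) in WT animals, a log2 fold change of -0.01 (SE 0.18, adjusted p = 0.96 from the same test, 0.644 to 0.997 over the alternatives). With age in *glp-4* animals its log2 fold change at day 7 was 0.22 (SE 0.19, adjusted p = 0.32 from the same test). It passed the threshold with the 3 limma settings and with library totals alone, where it was 0.76 while the median of all genes was 0.56, and the range of its adjusted p was 0.0033 to 0.631. For *unc-62* the log2 fold change in *daf-2* was -0.10 and for *unc-17*, the vesicular transporter of acetylcholine, it was 0.42 (SE 0.25, adjusted p = 0.18 from the same test, 0.088 to 0.327 over the alternatives).

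Genes whose symbol is flp-, nlp- or ins- followed by a number were taken as neuropeptide genes, without a check of each gene's function. They were tested as a set because the paper discusses neuropeptide signaling from other data. Those data are from VC neurons, where the paper reports the term among genes that rose and among genes that fell. Of 140 such genes in the table 107 passed the filter. Their median log2 fold change in *daf-2* was 0.08. The test of the 107 genes with camera, which compares them with all other genes, gave a two-sided p of 0.327. Of them 21 were called higher and 7 lower, or 16 and 5 with adjustment over the list alone, and 31 had an unadjusted p under 0.05. The set as a whole did not shift detectably in one direction. Camera tests a common shift, and the RNA is from whole animals. The test therefore cannot tell whether such genes change in both directions or in VC neurons alone.

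The propionate shunt genes *acdh-1*, *ech-6*, *hach-1*, *hphd-1* and *alh-8* respond to vitamin B12, which differs between the bacteria OP-50 and HT115. They were examined because the labels name control RNAi for *daf-2* samples only. In *daf-2* animals 3 were lower and 0 higher at an adjusted p under 0.05, with 3 lower and 0 higher at an unadjusted p under 0.05, and their log2 fold changes were -0.76 for *acdh-1*, -0.32 for *ech-6* and -0.19 for *alh-8*. The change of *alh-8* was not past the threshold under 6 alternatives and in 3 of the 6 fits with a sample left out, and that of *acdh-1* was not past it with limma on log2(TPM + 1) without a filter, where it was -0.68. *acdh-1* was 1.70-fold higher in WT animals. A higher level in WT animals was the direction looked for as a sign of different bacteria. The log2 fold changes of all 5 genes went that way, between -0.76 and -0.03. The size was below the 4-fold difference taken as the sign, but this limit was chosen here without a reference sample. It therefore does not speak against different bacteria. An effect of the bacteria may be present, and it cannot be told apart from the genotype.

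With age in *glp-4* animals, 4 of these 5 genes fell by day 7, with log2 fold changes of -7.71 for *acdh-1*, -4.26 for *hphd-1*, -3.91 for *ech-6* and -2.76 for *hach-1*, while *alh-8* rose by 0.27. The rise of *alh-8* was not past the threshold without a filter on low counts. With library totals alone the median of the 5 genes was -3.37, so the fall is not due to TMM scaling. Among 10000 random lists of genes with similar day 1 levels, 99.0% had a higher median. A change in diet or in vitamin B12 with age may contribute, and this was not tested.

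On day 1, *glp-4* animals differed from WT animals in 7096 genes upward and 6238 downward of 15610 tested (85.4%), and the median of all genes was 0.28. With upper-quartile normalization the numbers were 7940 and 5598, with a median of 0.63. With DESeq2 size factors they were 6492 and 6703. With limma on log2(TPM + 1) they were 5283 and 6674, with a median of -0.21. Whether more genes rise or fall thus depends on the scaling. Strain, larval temperature and germline differ between these groups and cannot be told apart. The *glp-4* transcript itself was higher in *glp-4* animals, with a log2 fold change of 1.10 (SE 0.09). In *daf-2* animals 14 of the 20 germline genes were lower than in WT animals and 1 was higher, with a median log2 fold change of -0.28, between -0.47 and 0.31.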
